# The role of the LysR‐type transcription factor PacR in regulating nitrogen metabolism in *Anabaena* sp. PCC7120

**DOI:** 10.1111/ppl.70248

**Published:** 2025-05-05

**Authors:** Elisa Werner, Tuomas Huokko, Anita Santana‐Sánchez, Silvia Picossi, Lauri Nikkanen, Antonia Herrero, Yagut Allahverdiyeva

## Abstract

In the filamentous cyanobacterium *Anabaena* sp. PCC 7120, heterocyst formation is triggered by changes in the C/N‐ratio and relies on transcriptional reprogramming. The transcription factor PacR is considered a global regulator of carbon assimilation under photoautotrophic conditions, influencing the carbon concentrating mechanism and photosynthesis. It plays a role in balancing reducing power generation while protecting the photosynthetic apparatus from oxidative damage. However, PacR also binds to promoters of genes associated with heterocyst formation, although the underlying mechanisms remain unclear. To explore this, we studied the response of a PacR‐deletion mutant to a nitrogen source shift from ammonium to nitrate. The absence of PacR led to heterocyst formation in nitrate‐containing media, as well as reduced growth and chlorophyll content. We observed impaired nitrate uptake and disrupted ammonium assimilation via the GS/GOGAT‐cycle. This phenotype may stem from PacR‐mediated regulation of key genes of nitrogen and carbon metabolism as well as photosynthesis. An impact on photosynthesis is also apparent in the mutant, including a slight decrease in the size of the photo‐reducible Fed‐pool, suggesting that a shortage of reducing equivalents may contribute to nitrogen metabolism impairment.

## 1 INTRODUCTION

The filamentous cyanobacterium *Anabaena* sp. PCC7120 (hereafter *Anabaena*) is a model heterocyst‐forming strain that carries out oxygenic photosynthesis and CO_2_ fixation in vegetative (photosynthetic) cells, while performing N_2_ fixation in specialized cells called heterocysts. In the absence of combined nitrogen [e.g. ammonium (NH_4_^+^) or nitrate (NO_3_^−^)] about 10% of the vegetative cells differentiate into intercalary heterocysts within 24 h (Flores et al., 2019; Zeng & Zhang, 2022), which form at intervals of 10–15 vegetative cells along the filament (Flores et al., 2019; Nieves‐Morión et al., 2021). Heterocysts are specialized microoxic cells that fix atmospheric N_2_ into ammonia (NH_3_), a process catalyzed by the heterocyst‐specific O_2_‐sensitive nitrogenase enzyme (Flores et al., 2019; Nieves‐Morión et al., 2021). In the heterocyst, microoxic conditions are maintained by high respiration rates (Flores et al., 2019; Harish & Seth, 2020), the flavodiiron (Flv) 3B homo‐oligomer catalyzing O_2_ photoreduction (Ermakova et al., 2014), a non‐oxygen‐evolving Photosystem (PS) II with a reduced antenna size (Ferimazova et al., 2013; Harish & Seth, 2020; Magnuson, 2019) and the formation of a heterocyst envelope consisting of an inner glycolipid (Hgl) layer and an outer polysaccharide (Hep) layer (Cumino et al., 2007; Flores et al., 2019). Vegetative cells supply heterocysts with carbon in the form of sucrose, alanine and glutamate (Burnat et al., 2014). In heterocysts, the NH_4_^+^ produced during N_2_ fixation is incorporated into glutamate by glutamine synthetase (GS), producing glutamine, which is then transferred to the vegetative cell along with beta‐aspartyl‐arginine, the degradation product of cyanophycine (Flores et al., 2019). The process of heterocyst differentiation is highly complex and tightly regulated, with the primary factor being the C/N balance. In *Anabaena*, the primary trigger for differentiation is rising levels of 2‐oxoglutarate (2‐OG), which accumulates under a high C/N ratio and acts as a nitrogen starvation signal (Zeng & Zhang, 2022; Zhang et al., 2018). The global transcription factor NtcA binds 2‐OG and activates the expression of the master regulator of heterocyst formation, HetR, via the response regulator‐like factor NtcA (Flores et al., 2019; Zeng & Zhang, 2022; Zhang et al., 2018). NtcA and HetR together orchestrate the developmental process of heterocyst formation (Flores et al., 2019; Zeng & Zhang, 2022). Early in this process, PatS and PatX help to establish the initial heterocyst pattern (Flores et al., 2019). The DevH transcriptional factor regulates heterocyst‐specific genes at later stages of differentiation and plays a central role in regulating Hgl layer formation as well as expression of the *cox2* and *cox3* operons (functioning in O_2_ reduction) and the *nif* gene cluster (for N_2_‐fixation) (Zeng & Zhang, 2022). Other late‐stage regulators involved in heterocyst formation include the NtcA co‐activator PipX and HetN, which is crucial for pattern maintenance (Flores et al., 2019).

LysR‐type transcriptional regulators (LTTRs) are the largest known family of bacterial DNA‐binding proteins, playing a diverse role in regulating a wide range of biological processes. They may act as activators or repressors, often in response to a co‐inducer molecule (López‐Igual et al., 2012). Among the LTTRs subfamily, the CbbR factors specifically control genes involved in the Calvin‐Benson‐Bassham (CBB) cycle. In *Anabaena*, there are three CbbR‐like LTTRs. One of them, CmpR (*all0862*), activates the *cmp* operon (*alr2877‐alr2880*), which encodes an ABC transporter complex for HCO_3_^−^ transport. CmpR also controls its own expression in response to C_i‐_limitation and coordinates this with nitrogen availability through its response to NtcA (Picossi et al., 2015). Another member, CcmR (also known as NdhR), acts as a repressor for carbon transporters and its own expression (López‐Igual et al., 2012; Picossi et al., 2015). The third member, PacR (*rbcR, all3953*), is a global regulator. In *Anabaena*, PacR regulates a large number of genes associated with C_i_‐fixation [e.g. elements of the carbon concentrating mechanisms (CCM) and RuBisCo]. Remarkably, PacR was the first transcriptional factor described in cyanobacteria that can adjust the expression of photosynthetic genes (e.g. the core PSI reaction center *psaA* gene) to C_i_‐availability, with most genes showing upregulation by PacR under C_i_‐limitation (Picossi et al., 2015). Noteworthy, most photosynthetic genes targeted by PacR probably function in protection against reactive oxygen species, which can be generated due to C_i_‐limitation or exposure to high light. It has been proposed that PacR plays a crucial role in modulating the generation of reductive power based on C_i_‐availability while safeguarding the photosynthetic apparatus from oxidative stress. Notably, the PacR expression appears to be independent of the C/N regime (Picossi et al., 2015).

Despite PacR being identified as a global transcription factor in *Anabaena*, its role has primarily been studied in relation to the regulation of C_i_‐assimilation and photosynthetic genes, while its potential role in other parts of the global metabolic network, including nitrogen assimilation, remains largely unexplored. In this study, we analyzed a PacR deletion mutant using transcriptomics, combined with metabolic, physiological and photosynthetic measurements, during the shift from NH_4_^+^ to NO_3_^−^ as the available nitrogen source in the growth medium. Our results suggest that PacR plays a role in regulating nitrogen metabolism, including adaptation to NO_3_^−^ as a nitrogen source, thus influencing heterocyst differentiation in NO_3_^−^ medium. This study broadens our understanding of PacR's role in global regulatory processes, highlighting its contribution to adaptation to various nitrogen sources and involvement in heterocyst formation alongside other key transcriptional regulators.

## 2 MATERIALS AND METHODS

### 2.1 Strains and culture conditions

The ∆*pacR* deletion mutant of the *Anabaena* sp. PCC7120 wild type strain (CSS74) and control strain (CS) with a spectinomycin resistance cassette (CSS77) were described previously (Picossi et al., 2015). The starting cultures were maintained in BG11 medium buffered with 20 mM HEPES‐NaOH (pH 7.5) and supplemented with 25 ug/ml of spectinomycin. The cultures were grown at 30°C with 1% CO_2_, ~ 50 μmol photons m^−2^ s^−1^, and agitated at 80 rpm. Pre‐cultures were generated by harvesting cells from starting cultures after 4 days and resuspending cells at OD_750_ = 0.1. Pre‐cultures were then grown for 4 days in BG11_0_ medium buffered with 20 mM HEPES‐NaOH (pH 7.5) supplemented with 6 mM NH_4_Cl on day 0, and additional 3 mM NH_4_Cl were supplemented on days 2 and 3. Experimental cultures were generated similar to pre‐cultures and grown in BG11_0_ medium (pH 7.5) supplemented with either 3 mM NH_4_^+^ (on day 1, 2 and 3 for growth experiments) or 17.6 mM NO_3_^−^ as the nitrogen source.

### 2.2 Chl *a* determination and heterocyst frequency

Chl *a* was extracted from cells with 90% methanol and the extinction coefficient factor 12.7 (Meeks & Castenholz, 1971). For counting of heterocysts, Alcian Blue was used to stain the polysaccharide layer of the heterocyst envelope as previously described (Santana‐Sánchez et al., 2023). Stained samples were visualized using a Wetzlar light microscope (Leitz) and x 400 magnification micrographs were taken via a mounted camera (Leica). Images were processed using the Leica Application Suite (Leica Microsystems). For each sample, 1000–2000 cells were counted.

### 2.3 Photosynthetic activity measurements

#### 2.3.1 Chl fluorescence and absorbance

A pulse amplitude modulated fluorometer Dual‐PAM‐100 (Walz) was used to simultaneously monitor Chl *a* fluorescence and P700 absorbance. Cells were harvested and resuspended in fresh BG11 medium to a Chl *a* concentration of 15 μg mL^−1^ and acclimated 1 h under growth conditions. Prior to measurements, the samples were dark‐adapted for 10 min. The effective yield of PSII [Y(II)] and PSI [Y(I)], as well as the acceptor side limitation of PSI [Y(NA)] and donor side limitation [Y(ND)], were determined as described previously (Huokko et al., 2017). Actinic light (630 nm, 50 μmol photons m^−2^ s^−1^), saturating pulses (300 ms, 5 000 μmol photons m^−2^ s^−1^), and strong far‐red light (720 nm, 75 W m^−2^) were applied during analysis.

#### 2.3.2 Determination of ferredoxin (Fed) redox changes

A Dual‐KLAS‐NIR spectrophotometer (Walz) was used to measure the absorbance differences at 780–820, 820–870, 840–965 and 870–965 nm. Cells were harvested and resuspended in fresh BG11 medium to a Chl *a* concentration of 20 μg mL^−1^ and acclimated 1 h under growth conditions. Prior to measurements, the samples were dark‐adapted for 10 min. Absorbance differences of the four wavelength pairs were measured during 3 s of red actinic illumination (3000 μmol photons m^−2^ s^−1^), with a multiple turnover (MT) pulse applied after 200 ms to fully reduce the Fed‐pool. This was followed by a 4 s dark period and 10 s of far‐red illumination (intensity setting 20), with a MT pulse administered at the end of the illumination period to fully oxidize P700. Measurements using the NIRMAX script (Klughammer & Schreiber, 2016; Schreiber, 2017) were conducted, and the P700 and Fed signals deconvoluted using model spectra measured for *Anabaena* as previously described (Santana‐Sánchez et al., 2023). The redox‐changes were then normalized according to the maximal redox‐changes determined with the NIRMAX script. The size of the photo‐reducible Fed pool was calculated from about 100 datapoints of the smoothed and baseline‐corrected data at the maximal reduction phase during actinic light illumination using the NIRMAX script.

#### 2.3.3 Membrane Inlet Mass Spectrometry

*In vivo* measurements of ^16^O_2_ (m z^−1^ = 32), ^18^O_2_ (m/z = 36) and CO_2_ (m/z = 44) fluxes were monitored using Membrane Inlet Mass Spectrometry (MIMS) as described previously (Santana‐Sánchez et al., 2023). Cells were harvested after 48 h and resuspended in fresh BG11 medium, adjusted to Chl *a* 10 μg mL^−1^ and acclimated for 1 h under growth conditions prior to measurements. For all MIMS measurements, gas exchange was monitored for 4 min in darkness, followed by 5 min of high light illumination (500 μmol photons m^−2^ s^−1^) and for an additional 2 min in the dark.

### 2.4 Determination of nitrogen uptake and intracellular carbon and nitrogen content

NO_3_^−^ concentration in the growth media was determined spectrophotometrically (Rice et al., 2012). To determine intracellular C/N ratio, cells were harvested 48 h after the shift to NO_3_^−^ as nitrogen source and 10 mg of biomass was lyophilised. Total carbon and nitrogen analysis was conducted using a FLASH 2000 Organic Elemental Analyzer (Thermo Scientific).

### 2.5 Metabolite extraction and quantification

Cells were harvested by filtration on Millipore HATF nitrocellulose membranes (0.45 μm) from cultures grown for 4 days with NH_4_^+^ as the nitrogen source, as well as at 1 h and 12 h after shifting to NO_3_^−^ containing growth medium. Filters were first frozen in liquid N_2_, then harvested cells were resuspended in PBS buffer, pelleted and stored at −80°C. Metabolites were extracted by adding 400 μL of cold extraction solvent (acetonitrile:methanol:H_2_O; 40:40:20) to each sample, followed by three cycles of sonication (60 sec, Elma Elmasonic P) and vortexing (120 sec). The samples were then centrifuged at 15339 x *g* for 20 min at +4°C, after which the supernatants (350 μL) were transferred to evaporation tubes and dried under a N_2_‐stream. Dried samples were resuspended in 50 μL cold extraction solvent and transferred to HPLC autosampler glass vials. The analysis was performed by injecting 2 μL of sample extract into a Thermo Vanquish UHPLC coupled with a Q‐Exactive Orbitrap quadrupole mass spectrometer equipped with a heated electrospray ionization (H‐ESI) source probe (Thermo Fischer Scientific). Chromatographic separation of metabolites was done using a SeQuant ZIC‐pHILIC (2.1 × 100 mm, 5 μm particle) column (Merck), which was maintained at +40°C. Scanning was performed in mass range 55 to 825 m/z. Gradient elution was carried out with acetonitrile and 20 mM ammonium hydrogen carbonate in water, adjusted to pH 9.4, as mobile phases. TraceFinder 4.1 software (Thermo Fischer Scientific) was used for data analysis.

### 2.6 RNA isolation, sequencing and enrichment analysis

Cells were harvested by filtration on Millipore HATF nitrocellulose membranes (0.45 μm) from cultures grown for 4 days with NH_4_^+^ as the nitrogen source, as well as at 1 h and 12 h after shifting to NO_3_^−^ containing growth medium. Cells were resuspended in RNA‐resuspension buffer (Walter et al., 2016), centrifuged for 3 min at 4°C and then the pellet was then frozen in liquid N_2_. Total RNA was isolated using the hot‐phenol method (Walter et al., 2016), with the incubation step in phenol:chloroform:iso‐amyl alcohol performed at 65°C instead of 95°C. Finally, the samples were resuspended in 25 μL of Milli‐Q Water. DNAse treatment was performed with the Invitrogen kit. RNA concentration was measured with DS‐11+ spectrophotometer (DeNovix) and 3 ug of RNA from each sample was sent to BGI (China) for RNA sequencing. RNA quality was checked using agarose gel electrophoresis, followed by rRNA depletion, yielding acceptable RIN values (7.2–8.2). Three biological replicates were measured for each time point and strain. 

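Principal components were computed from the deposited read counts per gene, for the 6 libraries of each of the 7 comparisons, after DESeq2's variance stabilizing transformation and over the 500 most variable genes. The first component held 82.6% of this variance between Δ*pacR* and CS at t = 0 h, 83.6% at t = 1 h and 86.2% at t = 12 h. Between time points of the CS it held 89.9% for 1 h against 0 h and 92.8% for 12 h against 0 h, and the shares for Δ*pacR* were 91% and 91.3%. In each of the 7 comparisons, the 3 libraries of one group lay on one side of the first component and the 3 of the other group on the other side. The alternative that moved a share most was the use of all genes in place of 500, which gave 72.0% at t = 1 h.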

Experimental quality control evaluated via PCA (Figure S9) confirmed the data's reliability.

The RNA was sequenced using DNBseq with a read length of PE 100 bp and data was analyzed with the Chipster software. Initial trimming of the reads was performed using FastX, followed by alignment with the genome of *Anabaena* (downloaded from EnsemblBacteria (bacteria.ensembl.org), nostoc_sp_pcc_7120_fachb_418_gca_000009705, version ASM970v1_, current ENSEMBL release, October 2023) using TopHat2. Aligned reads per gene were then counted with HTSeq. Differential expression analysis was conducted using DESeq2 (log_2_FC ≧ I1I, *p* < 0.05). Enrichment analysis was performed using the R‐package clusterProfiler.

## 3 RESULTS

### 3.1 Phenotype of the Δ*pacR* mutant under different nitrogen sources

The growth of the ∆*pacR* mutant and the CS was compared under various nitrogen sources. The ∆*pacR* mutant demonstrated significantly slower growth when either NO_3_^−^ (Figure S1A) or NH_4_^+^ was used as the nitrogen source (Figure S1B). At 48 h in NO_3_^−^‐containing medium, the ∆*pacR* mutant reached only 80.4 ± 16.5% of the OD_750_ of the CS (Figures 1A and S1A). Similarly, when grown with NH_4_^+^, the mutant achieved only 72.3 ± 11.2% of the OD_750_ of the CS at 48 h (Figures 1A and S1B). To further assess cellular composition, we examined the Chl/OD_750_ ratio. In NO_3_^−^ containing medium, the ∆*pacR* mutant exhibited a 21.6% reduction in the Chl/OD_750_ ratio compared to the CS at 48 h (Figures 1B and S2A). However, this ratio was not significantly different between strains grown in NH_4_^+^‐ containing medium (Figures 1B and S2B).

**FIGURE 1:**
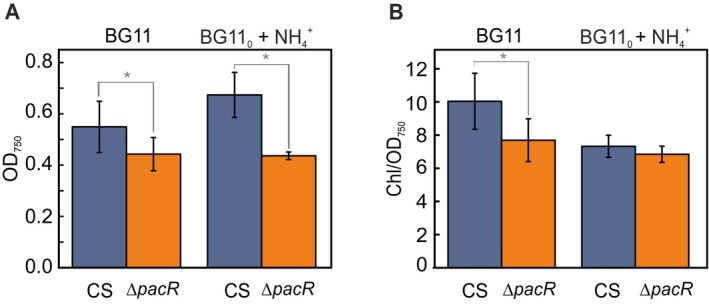
OD and Chl/OD ratio of the ∆*pacR* mutant 48 h after the shift to NO_3_^−^ or 3 mM NH_4_^+^ (day 0 and day 1) as the sole nitrogen source. **A**. OD_750_; **B**. Chl/OD ratio. Values are means ± SD; *n =* 3–14 biologically independent experiments; statistically significant differences (*p* < 0.05) compared to the CS are indicated by an asterisk. Statistical analysis was performed using a two‐tailed Type 2 t‐test.

Interestingly, the ∆*pacR* mutant showed a significantly higher proportion of heterocysts (7.8 ± 1.4%, *p* < 0.05) compared to the CS (0.6 ± 0.5%) when cultured in NO_3_^−^‐containing medium for 48 h (Figure 2A, B; Table S1). In contrast, neither strain exhibited substantial heterocyst differentiation in NH_4_^+^‐containing medium, with heterocysts frequencies of 0.05 ± 0.04% (CS) and 0.26 ± 0.36% (∆*pacR*) (Table S1). These findings suggest that PacR is required for the suppression of heterocyst differentiation in the presence of NO_3_^−^.

**FIGURE 2:**
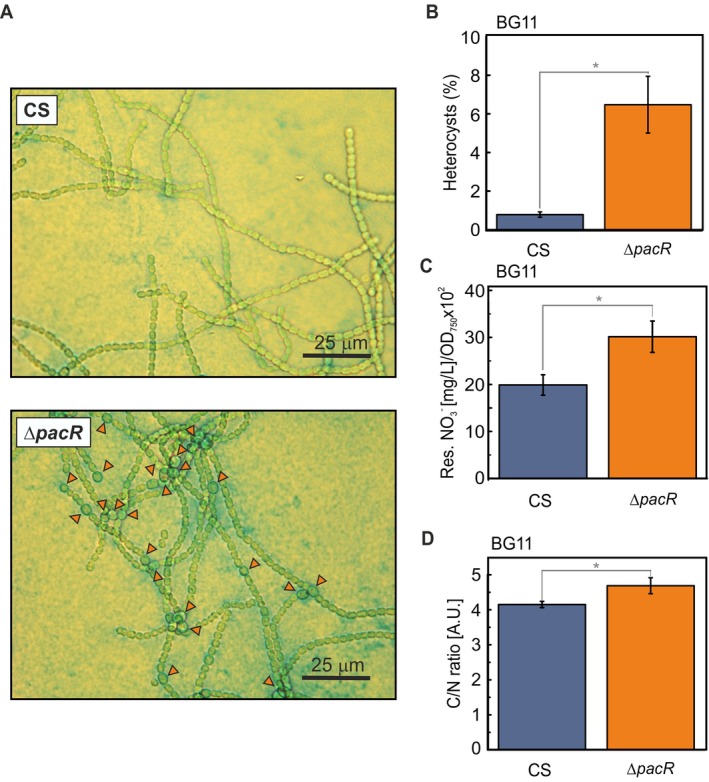
Heterocyst formation, NO_3_^−^uptake and C/N balance of the ∆*pacR* mutant 48 h after the shift to NO_3_^−^. **A**. Representative light‐microscopy images; **B**. Number of heterocysts. 1000–2000 cells were counted for each biological replicate; **C**. Residual NO_3_^−^ in the growth medium; **D**. C/N ratio. Values are means ± SD; *n =* 3–14 biologically independent experiments; statistically significant differences (p < 0.05) compared to the CS are indicated by an asterisk. Statistical analysis was performed using a two‐tailed Type 2 t‐test.

Next, we examined the ∆*pacR* mutant during the transition from NH_4_^+^ to NO_3_^−^ as the nitrogen source to investigate the mechanisms underlying its increased heterocyst differentiation. We focused on time points up to 48 h after transition, as this is when heterocyst formation becomes established (Flores et al., 2019; Zeng & Zhang, 2022) and key phenotypic differences, like delayed growth and altered Chl content became evident. During the transition, the Δ*pacR* mutant demonstrated impaired NO_3_^−^‐uptake, showing 1.5 ± 0.2 times more residual NO_3_^−^/OD_750_ in the growth medium compared to the CS at 48 h (Figure 2C). This phenotype was maintained for the total culturing time of 120 h (Figure S3). Importantly, organic elemental analysis showed that the ∆*pacR* mutant had an increased C/N ratio, reflecting a 14.3 ± 4.9% reduction in total nitrogen content compared to the CS (Figure 2D; Table S2), suggesting that the ∆*pacR* mutant experiences nitrogen deprivation.

### 3.2 Photosynthetic characterization of the ∆ *pacR* mutant

Next, we examined the photosynthetic capacity of the ∆*pacR* mutant cultured in NO_3_^−^ for 48 h. The effective yield of PSI, Y(I), was reduced in the mutant compared to the CS (Figure 3A) and acceptor‐side limitation of PSI, Y(NA), was increased (Figure 3B). This was in line with a pronounced reduction in PSI re‐oxidation, as detected with DKN measurements (Figure S5C).

**FIGURE 3:**
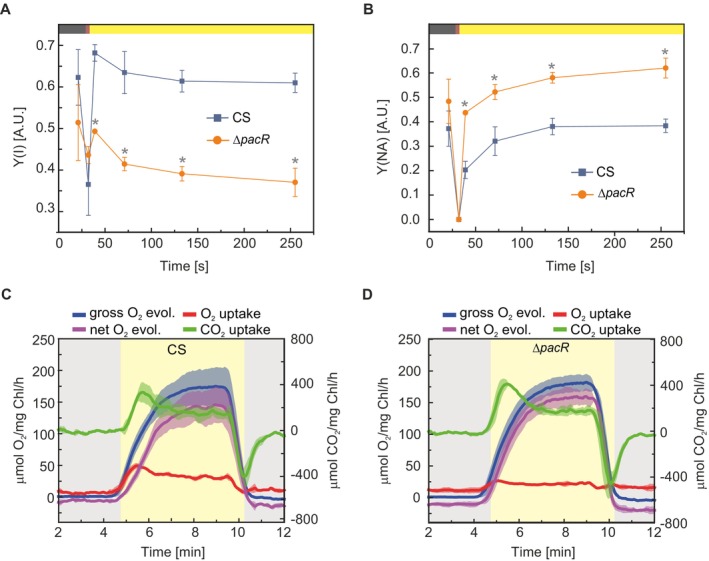
Photosynthetic performance of the *∆pacR* mutant and the CS 48 h after the shift to NO_3_^−^. **A**. The effective PSI yield [Y(I)]; **B**. The acceptor side limitation of PSI [Y(NA)]. A and B were measured in darkness (black bars), under illumination with far‐red light (red bars) and with 50 μmol photons m^−2^ s^−1^ of actinic white light (yellow bars); **C**. and **D**. O_2_ and CO_2_ exchange rates of the CS (C) and the ∆*pacR*‐mutant (D). Gas exchange rates were recorded in darkness (grey bars) and under illumination with 500 μmol photons m^−2^ s^−1^ of actinic white light (yellow bars). Values are means ± SD; *n =* 3 biologically independent experiments; statistically significant differences (p < 0.05) compared to the CS are indicated by an asterisk. Statistical analysis was performed using a two‐tailed Type 2 t‐test.

Although the effective PSII yield, Y(II), was higher in the mutant, this difference was not statistically significant (Figure S4A). Additionally, donor side limitation Y(ND) of PSI remained unaffected (Figure S4B). The measurements with DKN demonstrated a slight but significant decrease in the pool size of photo‐reducible Fed and no changes in redox kinetics of Fed in the mutant (Figure S5).

For a more detailed assessment of the activity of the photosynthetic apparatus, we monitored real‐time gas exchange fluxes via Membrane Inlet Mass Spectrometry (MIMS) and used the ^18^O_2_ isotope to differentiate oxygen uptake from evolution. The illumination of the CS led to rapid O_2_‐photoreduction, primarily attributed to Flvs (Santana‐Sánchez et al., 2023), reaching a maximum of 40.9 ± 3.9 μmol mg^−1^ Chl *a* h^−1^ (*p* < 0.05) and plateaued at 23.1 ± 2.7 μmol mg^−1^ Chl *a* h^−1^ (p < 0.05). However, the ∆*pacR* mutant exhibited significantly lower O_2_‐photoreduction, reaching a maximum of 13.0 ± 3.0 μmol mg^−1^ Chl *a* h‐1, with an average plateau level of 7.3 ± 5.0 μmol mg^−1^ Chl *a* h^−1^ (p < 0.05), indicating impaired light‐induced O_2_‐uptake in the ∆*pacR* mutant. This is in line with the higher net O_2_ evolution observed in the mutant compared to the CS, calculated as the difference between gross O_2_ production and O_2_ photoreduction, with values of 142.1 ± 26.1 and 159.4 ± 11.1 μmol mg^−1^ Chl *a* h^−1^ for the CS and ∆*pacR*, respectively. Gross photosynthetic O_2_ evolution exhibited no significant difference between the CS and ∆*pacR*. Additionally, dark respiration as well as maximal and steady‐state CO_2_ uptake were somewhat higher in the mutant (Figure 3C, D; Table S3).

### 3.3 Metabolic analysis of the ∆ *pacR* mutant

To understand the metabolic responses associated with heterocyst formation in the ∆*pacR* mutant cultured with NO_3_^−^, we monitored the levels of several key metabolites from the tricarboxylic acid (TCA)‐, glutamine synthase / Fed‐dependent glutamate synthase (GS/GOGAT)‐ and ornithine‐ammonia (OAC)‐ cycles at three time points: in the presence of NH_4_^+^ as the only supplemented nitrogen source in the medium just before the shift (t = 0 h), and 1 h and 12 h after the shift to NO_3_^−^‐containing medium. Changes in metabolite levels in the ∆*pacR* mutant in relation to the CS are shown for each time point (Figures 4 and S6), as well as changes of metabolite levels in relation to t = 0 h for each strain (Figure S7).

**FIGURE 4:**
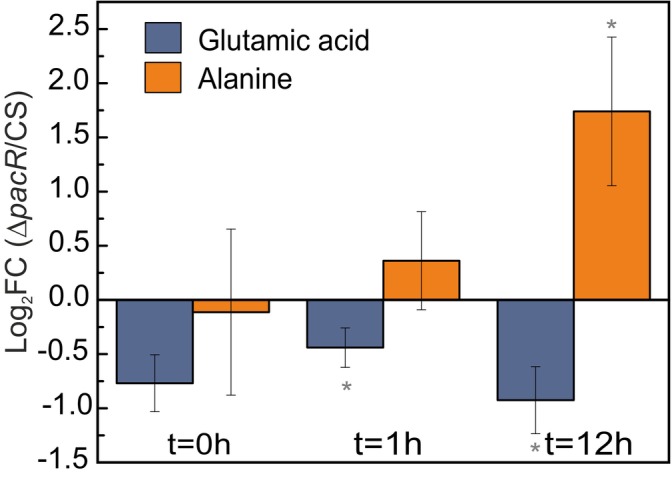
Metabolic analysis of glutamic acid and alanine in the *∆pacR* mutant relative to the CS at 0 h and 1 h or 12 h after the shift to NO_3_^−^. Values are mean ratios of ion counts shown as log_2_FC ± SD; *n =* 3–6 biologically independent experiments; statistically significant differences (p < 0.05) compared to the CS were calculated based on the normalized total ion count and are indicated by an asterisk. Statistical analysis was performed using a two‐tailed Type 2 t‐test.

The differences in metabolite levels between these two strains become more pronounced with longer exposure to NO_3_^−^. Most metabolites showed lower levels in ∆*pacR* compared to the CS, except for alanine, which increased significantly in the ∆*pacR* mutant at t = 12 h (Figures 4 and S6). Strikingly, glutamate levels were lower in ∆*pacR* across all time points, with statistical significance at t = 1 h and t = 12 h. Glutamine showed a similar trend but without significant changes (Figure S6). Upon exposure to NO_3_^−^, 2‐OG levels increased in both strains compared to t = 0 h, which is expected during N step‐down. However, this rise was statistically significant only in the CS, while no significant differences were observed between the strains or in the 2‐OG/Glu ratios in ∆pacR at any time point Figures S6, S7, and S8).

While not statistically significant, the Δ*pacR* mutant exhibited lower levels of aspartate, arginine and ornithine (intermediates of the OAC and cyanophycine synthesis) across all time points, whereas asparagine levels were higher (Figure S6). Pyruvate content peaked 1 h after the shift in both strains (Figure S7), but remained lower in ∆*pacR* compared to the CS. Similarly, citric acid, fumarate and malate (intermediates of the TCA cycle) were less abundant in ∆*pacR* than in the CS (Figure S6).

### 3.4 RNA‐seq analysis of the ∆ *pacR* mutant

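RNA of CS and Δ*pacR* was sequenced in 18 libraries, 3 biological replicates per strain and time point, and the deposited values are the numbers of aligned reads that the authors counted on each of 6240 genes, without normalization. Between 25648547 and 40881596 reads per library were counted on genes. The median was 32851976 reads in CS and 31726788 in Δ*pacR* at t = 0 h, 37140314 and 37742735 at t = 1 h, and 38003245 and 37531954 at t = 12 h. A single gene on the chromosome from 2859 to 3247, the transfer-messenger RNA, took 16.7% of all reads, and the 10 largest genes together took 29.6%. Replicates of a group differed by more than counting noise, with a mean over genes of at least 35.7 times the variance that counting alone gives. For this mean the libraries were scaled by total reads alone, and genes with many reads weigh most in it. It does not give the excess for a typical gene. Differential expression was tested on the 6 libraries of each comparison with edgeR's quasi-likelihood test, after TMM normalization and edgeR's filter on genes with low counts. The p-values were adjusted over all genes tested by the Benjamini-Hochberg method. A gene was called differentially expressed at an adjusted p under 0.05 and an absolute log2FC of at least 1, and the terms slight, intermediate and high follow the ranges of the paper. Whether the change after the shift differed between the strains was tested as the interaction of strain and time on the 12 libraries of both strains at t = 0 h and at the later time point. Transcript levels are given as normalized read counts (CPM), scaled by TMM over all 18 libraries, as mean ± SD of 3 replicates. In every called strain or time comparison of a gene named here, the 3 pairs of libraries with the same date in their labels changed in the same direction. Genes carry the identifier of the deposited counts, the locus tag where the position matched a single RefSeq gene (5286 genes at both ends and 601 at the stop codon end), and their position in the ASM970v1 assembly. The paper's text does not name the strand setting of HTSeq or its treatment of reads that fit more than 1 gene, so that the reads of close paralogs may have been divided among them or left out.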

To elucidate the differential expression of genes due to the deletion of *pacR*, we performed RNA‐seq analysis of the CS and the Δ*pacR* mutant grown in the presence of NH_4_^+^ as the only supplemented nitrogen source in the medium and sampled just before the shift (t = 0 h) as well as 1 h and 12 h after the shift to medium supplemented with NO_3_^−^ as the only nitrogen source (Appendix [Link], [Link], [Link]). 

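At t = 0 h, 284 of the 6021 genes tested were called differentially expressed between Δ*pacR* and CS, 66 of them higher and 218 lower in the mutant. The comparison at t = 1 h gave 194 of 6054 genes, 72 higher and 122 lower, and that at t = 12 h gave 404 of 6057 genes, 282 higher and 122 lower. With each library left out in turn, the total ranged from 211 to 410 genes at t = 0 h, from 162 to 239 at t = 1 h and from 366 to 418 at t = 12 h. The alternative that moved these totals most was DESeq2's Wald test at an unadjusted p under 0.05 without a limit on fold change, which gave 1778, 1793 and 2208 genes. In simulated counts of the same libraries, edgeR's test recovered all 200 genes that had been changed, in each of these comparisons. The simulated changes were well past the limit on fold change, in genes with ample reads and with the same spread for every gene. The recovery of changes near that limit, or of genes with a wide spread, was thus not tested.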

At t = 0 h, 705 genes were found to be upregulated and 774 genes downregulated, at t = 1 h, 639 genes were upregulated and 707 genes downregulated and at t = 12 h, 1344 genes were upregulated and 1034 genes downregulated in the Δ*pacR* mutant in relation to the CS (Appendix S1). Thus, up to ~38% of the gene transcripts of *Anabaena* (RefSeq: GCF_000009705.1) were differentially expressed in the Δ*pacR* mutant at any given time. 

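The 404 genes called at t = 12 h by edgeR's quasi-likelihood test were 6.47% of the 6240 genes counted, against 4.55% at t = 0 h and 3.11% at t = 1 h. Over the 3 time points, 606 genes were called at least once, and 261 of them at t = 12 h only. All 107 genes called at every time point kept their direction, with 36 higher and 71 lower in Δ*pacR*. Of these 107 genes, 87 lie on plasmids, and 47 had at most 2 reads in each library of one strain and at least 10 in each library of the other. Plasmid genes made up 45.8% of the called genes at t = 0 h, 59.3% at t = 1 h and 32.4% at t = 12 h. Without a limit on fold change, 1516 genes passed an adjusted p under 0.05 at t = 12 h.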

Differentially expressed genes were found *e*.*g*. in the categories of global transcriptional regulators, nitrogen uptake and heterocyst formation, the GS/GOGAT‐cycle, the OAC and cyanophycin synthesis, carbon uptake as well as the photosynthetic machinery. 

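The KEGG terms were not analysed here. Instead, the 6 genes of the *nirA* operon and the 5 genes of the *pec* operon, which codes for phycoerythrocyanin, were tested as sets with limma's fry test, and p-values were adjusted over the 9 set tests made in all. The paper states that the genes it discusses were picked for known function and for relevance to its other data. It reports both operons as changed in these same libraries, so that the tests are not independent evidence. All 6 genes of the *nirA* operon were lower in Δ*pacR* than in CS at t = 1 h, with a median log2FC of -1.62 (adjusted p = 0.0125 by fry). Each of the 6 was called, both over all genes and adjusted over the list alone. The set no longer passed an adjusted p of 0.05 without CS 1 h replicate 1 (0.0543), CS 1 h replicate 2 (0.0635) or Δ*pacR* 1 h replicate 2 (0.0519), and the range over the 6 libraries left out was 0.0119 to 0.0635. With the date of the labels as a block, its adjusted p was 0.0581. Before the shift the number of genes called was 0 by edgeR, over all genes and over the list alone. It was also 0 at an unadjusted p under 0.05 and 0 by DESeq2. The 6 log2FC values lay between -0.88 and -0.59 in edgeR, under the limit on fold change. The counts by edgeR thus do not bear on the p-values. The median log2FC was -0.72 (adjusted p = 0.41 by fry). All 5 genes of the *pec* operon were lower in Δ*pacR* at t = 12 h, with a median log2FC of -2.75 (adjusted p = 0.0529 by fry). Each of the 5 was called over all genes and adjusted over the list alone. The adjusted p of this set ranged from 0.0425, without CS 12 h replicate 1, to 0.137 over the libraries left out, and it was 9.23e-04 with the date as a block.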

An enrichment analysis of differentially expressed genes showed significant enrichment of nitrogen transporters 1 h after the shift, followed by an enrichment of photosynthetic antenna proteins at 12 h (Figure S10; Appendix S3). The genes discussed below were selected based on their known function and relevance in the context of other data. Particular emphasis was placed on nitrogen metabolism, as well as photosynthesis and carbon fixation. Genes are categorized as either slightly (log_2_FC = 1–2), intermediately (log_2_FC = 2–4) or highly (log_2_FC >4) differentially expressed.

#### 3.4.1 Transcriptional regulators

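The *pacR* gene, annotated as *rbcR*, is the gene all3953, ENSB:3znthW3skDOmleL, chromosome, 4771271 to 4772284 in the counts. It had 5651 to 9898 reads per library in CS and 289 to 405 in Δ*pacR*, which is 4.17% of the CS level. In CS its transcript level was 238 ± 5.1 CPM (SD, n = 3) at t = 0 h, 194 ± 12.4 CPM at 1 h and 253 ± 3.43 CPM at 12 h. The change to 1 h was a log2FC of -0.32 (standard error 0.10, adjusted p = 0.0495 by edgeR's quasi-likelihood test), below the limit on fold change, and the change to 12 h was 0.10 (standard error 0.08, adjusted p = 0.347 by the same test). Between Δ*pacR* and CS, the log2FC was -4.52 at t = 0 h (adjusted p = 7.72e-07), -4.62 at 1 h (adjusted p = 5.48e-07) and -4.84 at 12 h (adjusted p = 7.71e-08).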

The transcription level of PacR (*rbcR*) in the CS remained independent of the nitrogen source, showing no differential expression between timepoints (Figure 5; Tables S7 and S8), as reported previously (Picossi et al., 2015). 

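The transcript level of *ntcA* (alr4392, ENSB:wHiGICXo9Og7Xlz, chromosome, 5265413 to 5266084) at t = 12 h was 421 ± 25.2 CPM (SD, n = 3) in Δ*pacR* and 190.4 ± 4.87 CPM in CS, a log2FC of 1.14 (standard error 0.07, adjusted p = 5.89e-05 by edgeR's quasi-likelihood test). It was higher in Δ*pacR* at t = 0 h as well, by 0.49 (standard error 0.09, adjusted p = 0.014 by the same test), which is below the limit on fold change. The strains did not differ by this test at t = 1 h, with a log2FC of 0.21 (standard error 0.09, adjusted p = 0.162). The transcript rose from 0 h to 12 h by 0.85 in Δ*pacR* (standard error 0.08, adjusted p = 2.59e-04) and by 0.21 in CS (standard error 0.08, adjusted p = 0.072). The difference between these changes, 0.67 (adjusted p = 0.00346), was below the limit on fold change.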

Strikingly, NtcA (*ntcA*) transcripts were slightly but statistically significantly upregulated at t = 12 h in the Δ*pacR* (Figure 5; Table S6). Additionally, the transcript levels of another global transcriptional regulator, FurA (*furA*), were slightly elevated in the mutant 1 h after the shift, as the transient downregulation observed in the CS was absent in the mutant (Figure 5; Tables S5, S7, and S8). Moreover, no differential expression of CmpR‐transcripts was observed between the CS and the ∆*pacR* mutant.

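For *furA* (all1691, ENSB:D3Qm5IOjvV5LGGN, chromosome, 2020071 to 2020526), CS went from 204 ± 18.2 CPM (SD, n = 3) at t = 0 h to 80.7 ± 13.6 CPM at 1 h and 266 ± 14.3 CPM at 12 h. The decrease to 1 h was a log2FC of -1.36 (standard error 0.15, adjusted p = 6.33e-04 by edgeR's quasi-likelihood test). In Δ*pacR* the levels were 209 ± 38.1 CPM at t = 0 h and 190.4 ± 43.3 CPM at 1 h, a log2FC of -0.14 (standard error 0.18, adjusted p = 0.559 by the same test), and its sign turned without Δ*pacR* 0 h replicate 1 (0.04, adjusted p = 0.869). Between the strains, *furA* was higher in Δ*pacR* at t = 1 h, with a log2FC of 1.24 (standard error 0.18, adjusted p = 0.00599). No such difference was called at t = 0 h, where the log2FC was 0.04 (standard error 0.14, adjusted p = 0.883), or at t = 12 h, where it was -0.14 (standard error 0.07, adjusted p = 0.18). The sign at t = 0 h turned without Δ*pacR* 0 h replicate 1 (-0.13, adjusted p = 0.483). Tested as the interaction of strain and time, the difference of these changes at 1 h was 1.23 (adjusted p = 0.0674) and thus not called. It was called by DESeq2 (adjusted p = 0.0014), with all 18 libraries in one fit (0.019), with the date as a block (0.0489) and without CS 0 h replicate 3 (1.26, adjusted p = 0.028), and its adjusted p over the libraries left out was 0.028 to 0.194.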

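CmpR transcripts, from the gene all0862, ENSB:3KH3Jea7hcbvxSS, chromosome, 991307 to 992257, had a log2FC between Δ*pacR* and CS of -0.33 (standard error 0.18, adjusted p = 0.252 by edgeR's quasi-likelihood test) at t = 0 h and -0.08 (standard error 0.12, adjusted p = 0.712) at t = 1 h. The value at t = 12 h was -0.18 (standard error 0.07, adjusted p = 0.1 by the same test). The levels in CS and Δ*pacR* were 75.4 ± 18.5 CPM (SD, n = 3) and 60 ± 6.46 CPM at t = 0 h. Leaving out CS 1 h replicate 1 turned the sign at t = 1 h (0.03, adjusted p = 0.877), and the adjusted p over the libraries left out was 0.297 to 0.984.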

**FIGURE 5:**
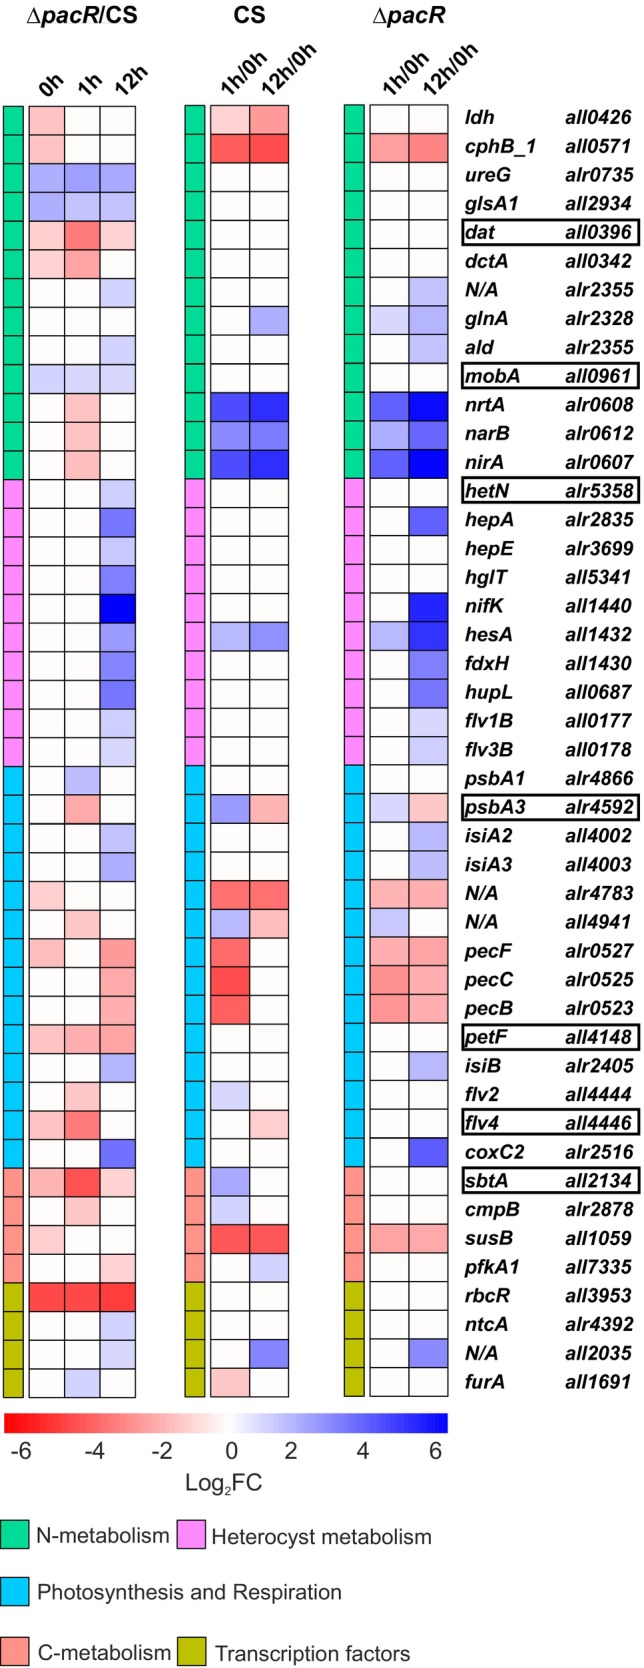
Expression patterns in CS and ∆*pacR* mutant in NH_4_^+^ and during the shift to NO_3_^−^. The selected genes represent central metabolic pathways affected in the mutant. A complete list of annotated affected genes can be found in Tables S4‐S8. **∆*pacR*/CS column:** Differential gene expression between ∆*pacR* and CS at 0 h, 1 h and 12 h after the shift to NO_3_^−^. **CS column:** Differential gene expression in CS between 0 h and 1 h and between 0 h and 12 h. **∆*pacR* column:** Differential gene expression in ∆*pacR* between 0 h and 1 h and between 0 h and 12 h. Differential expression is shown as log_2_FC ≧ I1I, p < 0.05, n = 3 biological replicates per strain and time point. Genes bound by PacR (Picossi et al., 2015) are highlighted in boxes.

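Among the genes drawn in Figure 5 that the text does not discuss, *dctA* (all0342, ENSB:TZqUO6daj0fFv6c, chromosome, 391433 to 392746) was lower in Δ*pacR* than in CS at t = 0 h, a log2FC of -1.28 (standard error 0.26, adjusted p = 0.0186 by edgeR's quasi-likelihood test). This call was lost without CS 0 h replicate 2 (-1.20, adjusted p = 0.0657), and the adjusted p over the libraries left out was 0.0146 to 0.0657. Its log2FC at t = 1 h was -2.37 (standard error 0.37, adjusted p = 0.00711 by the same test). The levels behind this gene are low, with 2.01 ± 0.197 CPM (SD, n = 3) in CS at t = 0 h, from 58 to 68 reads per library. A higher level in Δ*pacR* at t = 12 h was called for *isiB* (alr2405, ENSB:vCA6KyCuxG-PG7-, chromosome, 2886064 to 2886576), with 76.3 ± 17.2 CPM against 19.4 ± 1.63 CPM and a log2FC of 1.98 (standard error 0.17, adjusted p = 2.97e-04). A lower one was called for *pfkA1* (all7335, ENSB:STpcob1Kje9jW0R, plasmid pCC7120alpha, 367820 to 368899), with a log2FC of -1.12 (standard error 0.08, adjusted p = 1.51e-04). For all2035 (ENSB:f_q6Xin8pCUNvPv, chromosome, 2434538 to 2435371), annotated as an activator of the RhaS type, the log2FC at t = 12 h was 1.13 (standard error 0.19, adjusted p = 0.00556), and it fell under the limit on fold change without Δ*pacR* 12 h replicate 1 (0.95, adjusted p = 0.00661) (range of the adjusted p 0.0022 to 0.0292). In both strains all2035 rose from 0 h to 12 h, by 3.17 in CS (adjusted p = 4.27e-05) and by 3.32 in Δ*pacR* (adjusted p = 0.00124) on the log2 scale. The gene all4941 (ENSB:YZqer7AeouGwj-a, chromosome, 5896856 to 5897371), annotated as an orange carotenoid-binding protein, was lower in Δ*pacR* at t = 1 h, with a log2FC of -1.44 (standard error 0.29, adjusted p = 0.0199). Its call was lost without Δ*pacR* 1 h replicate 2 (-1.36, adjusted p = 0.0814) or Δ*pacR* 1 h replicate 3 (-1.39, adjusted p = 0.0854), in a range of 0.00847 to 0.0854.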

#### 3.4.2 Nitrogen metabolism

The *nirA* operon (*nirA*‐*nrtABCD*‐*narB*), which codes for the NO_3_^−^ uptake machinery (Frías & Flores, 2010), was highly upregulated in the CS 1 h after the shift to NO_3_‐ whereas this upregulation was strikingly delayed in the ∆*pacR* mutant, with a slight but significantly lower transcript level at t = 1 h (Figure 5; Tables S5, S7, and S8). Additionally, *mobA*, a gene required for Mo‐cofactor biosynthesis, which is directly bound by PacR (Picossi et al., 2015), was also found to be constitutively upregulated in Δ*pacR* in this work (Figure 5; Tables S4‐S8). 

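The 6 genes of the operon lie on the chromosome from 704679 (*nirA*, alr0607, ENSB:e44ECOSAHPRWrlu) to 713947 (*narB*, alr0612, ENSB:EYOY4XLgkxMnQT5). In CS, *nirA* rose from 29.3 ± 22.9 CPM (SD, n = 3) at t = 0 h to 913 ± 124 CPM at 1 h and 1680.0 ± 359.9 CPM at 12 h. In Δ*pacR* it rose from 17.4 ± 6.25 CPM to 306 ± 72.3 CPM and 1610.2 ± 197 CPM. The increase in the first hour was a log2FC of 4.94 (standard error 0.59, adjusted p = 9.65e-04 by edgeR's quasi-likelihood test) in CS, and 4.13 (standard error 0.28, adjusted p = 2.75e-05 by the same test) in Δ*pacR*. For *nrtA*, *nrtB*, *nrtC* and *nrtD*, the increase in CS was 4.81 to 4.89, and for *narB* it was 3.06 (adjusted p = 9.27e-05), which lies in the intermediate range. In Δ*pacR* the increase was 3.89 to 4.11 for the *nrt* genes and 2.10 for *narB*. At t = 1 h the operon was lower in Δ*pacR* than in CS by log2FC values from -1.70 for *nrtB* and *nrtD* to -1.49 for *nrtA*, with -1.58 (standard error 0.20, adjusted p = 0.00261) for *nirA*. The calls of all 6 genes held with each library left out in turn. By t = 12 h the log2FC lay between -0.19 and -0.06, with adjusted p from 0.534 to 0.825. The sign of all 6 turned without CS 12 h replicate 3, to values between 0.03 and 0.12, and that of *nirA* also without Δ*pacR* 12 h replicate 3 (0.03). At t = 0 h the log2FC of *nirA* was -0.75 (standard error 0.53, adjusted p = 0.372), and it turned without CS 0 h replicate 3 (0.09, adjusted p = 0.872), the CS library with the highest level before the shift (55.2 CPM against 11.4 and 21.3 CPM). The strain difference in the response itself, tested as the interaction at 1 h, was between -0.99 and -0.76 for the 6 genes. Its adjusted p was 0.176 to 0.814, and it was not called for any of them. The number called was 0 by edgeR, 0 at an unadjusted p under 0.05 with the limit on fold change, and 0 by DESeq2. All 6 values are under that limit, so that the counts by edgeR were 0 whatever the p-values. Without CS 0 h replicate 3 the interaction was called for *nrtA* (adjusted p = 0.0471), *nrtB* (0.0422), *nrtC* (0.0308), *nrtD* (0.0296) and *narB* (0.0458), with values from -1.80 to -1.09. Over all libraries left out, the adjusted p of these genes lay between 0.0296 and 0.982. For the impaired NO_3_- uptake, the paper names as a possibility that NO_3_- transporters and the NirA and NarB proteins are of low abundance, which would reduce the capacity for NO_3_- uptake. The paper also raises a shortage of reduced Fed, from lower *petF* transcripts and a smaller Fed pool, and an effect through *mobA*. From a parallel study it cites that PacR binds *nirA* and *ntcB* directly. Protein levels were not analysed here.

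**Figure D1:**
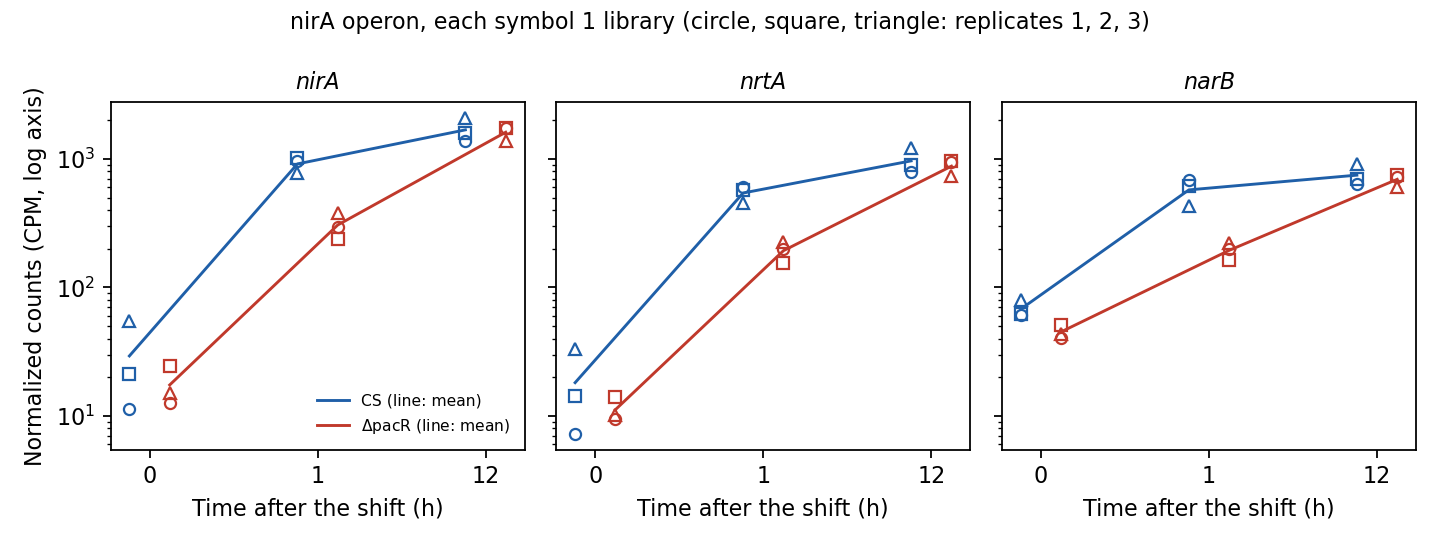
Transcript levels of *nirA*, *nrtA* and *narB* in CPM (log axis) at t = 0 h, 1 h and 12 h in CS (blue) and Δ*pacR* (red). Open symbols are single libraries (circle, square and triangle for replicates 1, 2 and 3) and lines join the means. The *nirA* libraries of CS at t = 1 h lie between 773 and 1006 CPM, and those of Δ*pacR* between 239 and 382 CPM.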

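*mobA* (all0961, ENSB:P-Yyl0n7CNfjZCd, chromosome, 1117295 to 1117918) had a log2FC between Δ*pacR* and CS of 1.24 (standard error 0.10, adjusted p = 2.15e-04 by edgeR's quasi-likelihood test) at t = 0 h. The value was 1.10 (standard error 0.07, adjusted p = 6.46e-05) at t = 1 h, and at t = 12 h 1.15 (standard error 0.08, adjusted p = 1.33e-04). The levels were 29.5 ± 3 CPM (SD, n = 3) in CS and 69.6 ± 5.2 CPM in Δ*pacR* at t = 0 h. With each library left out in turn, the log2FC stayed from 1.19 to 1.32 at t = 0 h, from 1.09 to 1.12 at t = 1 h and from 1.09 to 1.21 at t = 12 h.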

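In Δ*pacR*, *glsA1* (all2934, ENSB:fjcIlBqee15rLqZ, chromosome, 3570447 to 3571451) was at 63.9 ± 6.98 CPM (SD, n = 3) before the shift, against 14.6 ± 1.69 CPM in CS. This gives a log2FC of 2.14 (standard error 0.12, adjusted p = 3.27e-05 by edgeR's quasi-likelihood test), with a range of 2.04 to 2.22 when each library was left out. The difference was 1.55 (standard error 0.09, adjusted p = 2.86e-05) at t = 1 h and 1.55 (standard error 0.14, adjusted p = 3.25e-04) at t = 12 h. For *glnA* (alr2328, ENSB:ab0fhVsYEpHjH88, chromosome, 2807483 to 2808907), the change from 0 h to 1 h was 1.01 (standard error 0.11, adjusted p = 2.03e-04) in Δ*pacR* and 0.98 (standard error 0.26, adjusted p = 0.0257) in CS, the latter just under the limit on fold change. In Δ*pacR* it fell under that limit without Δ*pacR* 1 h replicate 2 (0.98, adjusted p = 9.04e-04) or Δ*pacR* 1 h replicate 3 (0.99, adjusted p = 0.00159), with adjusted p from 5.25e-04 to 0.00162. In CS it passed the limit with the date as a block (1.02, adjusted p = 0.0066) and without CS 0 h replicate 3 (1.20, adjusted p = 0.0124) or CS 1 h replicate 1 (1.07, adjusted p = 0.0459), in a range of 0.0124 to 0.0733 over the libraries left out. The difference between the 2 changes at 1 h was 0.04 (standard error 0.29, adjusted p = 0.997 for the interaction of strain and time) and was not called, and its sign turned without CS 0 h replicate 2 (-0.01, adjusted p = 1), CS 0 h replicate 3 (-0.17, adjusted p = 0.886), CS 1 h replicate 1 (-0.07, adjusted p = 0.987) or Δ*pacR* 1 h replicate 2 (-0.01, adjusted p = 1). *glnA* was 1.97 higher at t = 12 h than at t = 0 h in Δ*pacR* (standard error 0.14, adjusted p = 7.04e-05) and 2.18 higher in CS (standard error 0.26, adjusted p = 5.40e-04) on the log2 scale. The interaction at 12 h was -0.19 (adjusted p = 0.756), and it turned its sign without CS 0 h replicate 1 (0.05, adjusted p = 0.93).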

Related to the GS/GOGAT‐cycle, the transcript levels of glutaminase 1 (*glsA1*) (Zhou et al., 2008) was slightly upregulated in ∆*pacR* at all time points (Figure 5; Tables S4‐S6), while the transcript of glutamine synthetase (*glnA*) (Álvarez‐Escribano et al., 2024) was slightly upregulated in ∆*pacR* 1 h after the shift and in both strains 12 h after the shift in relation to t = 0 h (Figure 5; Tables S7 and S8). The transcript levels of *dat* (*all0396*), which encodes diaminobutyrate‐pyruvate transaminase and has a promoter directly bound by PacR (Picossi et al., 2015), were consistently downregulated in ∆*pacR* compared to the CS, showing slight downregulation at both t = 0 h and t = 12 h and intermediate downregulation at t = 1 h (Figure 5; Tables S4‐S6). 

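At t = 1 h, *dat* (ENSB:9sHAdEXZrAhlq7B, chromosome, 464674 to 466155) was at 15.5 ± 10.7 CPM (SD, n = 3) in CS and 1.51 ± 0.109 CPM in Δ*pacR*, a log2FC of -3.37 (standard error 0.48, adjusted p = 0.00499 by edgeR's quasi-likelihood test). The log2FC at t = 12 h was -1.14 (standard error 0.16, adjusted p = 0.00264 by the same test), and the call was lost with all 18 libraries in one fit (-1.14, adjusted p = 0.0689), in a range of 1.62e-06 to 0.0689 over the alternatives that keep all libraries. Before the shift the log2FC was -1.45 (standard error 0.40, adjusted p = 0.0516), just above the threshold. There *dat* was called with RLE size factors (adjusted p = 0.0494), by DESeq2 (0.00106), with all 18 libraries in one fit (0.0326), with the date as a block (0.04), by DESeq2 with shrunken fold changes (0.00103) and without CS 0 h replicate 1 (-1.78, adjusted p = 0.0121). The adjusted p over the libraries left out was 0.0121 to 0.154.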

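Before the shift, *ldh* (all0426, ENSB:DCJLnD1-vRm8aTd, chromosome, 500137 to 501198) was at 1.79 ± 0.206 CPM (SD, n = 3) in Δ*pacR* and 5.95 ± 3.14 CPM in CS. The difference was a log2FC of -1.73 (standard error 0.41, adjusted p = 0.0309 by edgeR's quasi-likelihood test). This call was lost without CS 0 h replicate 1 (-1.66, adjusted p = 0.076), CS 0 h replicate 2 (-1.35, adjusted p = 0.0806), Δ*pacR* 0 h replicate 1 (-1.66, adjusted p = 0.0932), Δ*pacR* 0 h replicate 2 (-1.81, adjusted p = 0.0831) or Δ*pacR* 0 h replicate 3 (-1.73, adjusted p = 0.101). The log2FC stayed between -1.81 and -1.35 in these fits, where fewer replicates also lower the power of the test. The adjusted p over the 6 libraries left out was 8.60e-05 to 0.101.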

Leucine dehydrogenase (*ldh*) transcripts were slightly downregulated in ∆*pacR* compared to the CS before the shift. While transcription in the CS showed slight to intermediate downregulation after the shift, no significant changes were observed between time points for the mutant (Figures 5 and 6; Tables S4 and S7). 

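In CS the log2FC of *ldh* was -1.44 (standard error 0.44, adjusted p = 0.04 by edgeR's quasi-likelihood test) from 0 h to 1 h and -2.56 (standard error 0.45, adjusted p = 0.00315) from 0 h to 12 h. The former call was lost without CS 0 h replicate 1 (-1.37, adjusted p = 0.115), CS 0 h replicate 2 (-1.07, adjusted p = 0.129), CS 1 h replicate 1 (-1.41, adjusted p = 0.108) or CS 1 h replicate 3 (-1.22, adjusted p = 0.12), in a range of 0.00299 to 0.129. In Δ*pacR* the change to 1 h was -0.63 (standard error 0.20, adjusted p = 0.0293 by the same test), below the limit on fold change. The change to 12 h, -1.15 (standard error 0.21, adjusted p = 0.00367), was called, and without Δ*pacR* 12 h replicate 3 (-0.99, adjusted p = 0.00841) it fell under the limit on fold change (range of the adjusted p 0.00263 to 0.0185). The interaction of strain and time was 0.83 at 1 h (adjusted p = 0.742) and 1.44 at 12 h (adjusted p = 0.138). Neither was called, apart from that at 12 h without CS 0 h replicate 3 (1.80, adjusted p = 0.00451), in a range of 0.00451 to 0.302.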

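The level of *ald* (alr2355, ENSB:rWYGwN8UWkGzo2q, chromosome, 2837152 to 2838243) at t = 12 h was 119 ± 6.68 CPM (SD, n = 3) in Δ*pacR* and 49.4 ± 4.79 CPM in CS, a log2FC of 1.27 (standard error 0.09, adjusted p = 1.13e-04 by edgeR's quasi-likelihood test). With each library left out, the log2FC ranged from 1.19 to 1.33. The strains did not differ by this test at t = 0 h, with a log2FC of 0.06 (standard error 0.09, adjusted p = 0.654), or at t = 1 h, with -0.11 (standard error 0.14, adjusted p = 0.645).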

The transcript level of alanine dehydrogenase (*ald*) (Pernil et al., 2010) was slightly upregulated in Δ*pacR* compared to the CS at t = 12 h (Figure 5; Tables S6‐S8). Interestingly, transcription of the urease accessory protein (*ureG*) was constitutively intermediately upregulated in the mutant in relation to the CS (Figures 5 and 6; Tables S4‐S6). Additionally, the cyanophycinase gene *cphB1* was slightly downregulated in ∆*pacR* before the shift (Figures 5 and 6; Table S4).

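In Δ*pacR*, *ureG* (alr0735, ENSB:thD7sRcdm3nPz9H, chromosome, 856652 to 857254) was at 86.7 ± 11.1 CPM (SD, n = 3) at t = 0 h, 106 ± 8.1 CPM at 1 h and 83.8 ± 4.06 CPM at 12 h. The corresponding levels in CS were 18.6 ± 2.72, 19.4 ± 1.53 and 18.4 ± 1.12 CPM. The log2FC was 2.23 (standard error 0.14, adjusted p = 5.67e-05 by edgeR's quasi-likelihood test) at t = 0 h, 2.45 (standard error 0.10, adjusted p = 9.43e-06) at t = 1 h and 2.18 (standard error 0.08, adjusted p = 6.25e-06) at t = 12 h. Leaving out each library in turn kept it between 2.13 and 2.52 at these time points.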

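*cphB1* (all0571, ENSB:qnAFH-zZi1_Cg7h, chromosome, 664868 to 665734) was at 629 ± 161 CPM (SD, n = 3) in CS and 219.8 ± 32.2 CPM in Δ*pacR* before the shift, a log2FC of -1.51 (standard error 0.20, adjusted p = 0.00336 by edgeR's quasi-likelihood test). By t = 1 h it had fallen to 38.4 ± 5.8 CPM in CS and 42.1 ± 1.6 CPM in Δ*pacR*. The strains did not differ by the same test at t = 12 h, with a log2FC of 0.03 (standard error 0.19, adjusted p = 0.924) whose sign turned without CS 12 h replicate 1 (-0.05, adjusted p = 0.891) or Δ*pacR* 12 h replicate 1 (-0.22, adjusted p = 0.206). The decrease in the first hour was smaller in Δ*pacR* than in CS, with an interaction of 1.68 (adjusted p = 0.0267). That call was lost without CS 0 h replicate 1 (1.47, adjusted p = 0.0507), CS 0 h replicate 2 (1.69, adjusted p = 0.0672), CS 1 h replicate 1 (1.67, adjusted p = 0.0806), Δ*pacR* 0 h replicate 3 (1.67, adjusted p = 0.0819), Δ*pacR* 1 h replicate 1 (1.63, adjusted p = 0.085) or Δ*pacR* 1 h replicate 3 (1.69, adjusted p = 0.0784), and its adjusted p over the 12 libraries left out was 8.08e-04 to 0.085.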

**FIGURE 6:**
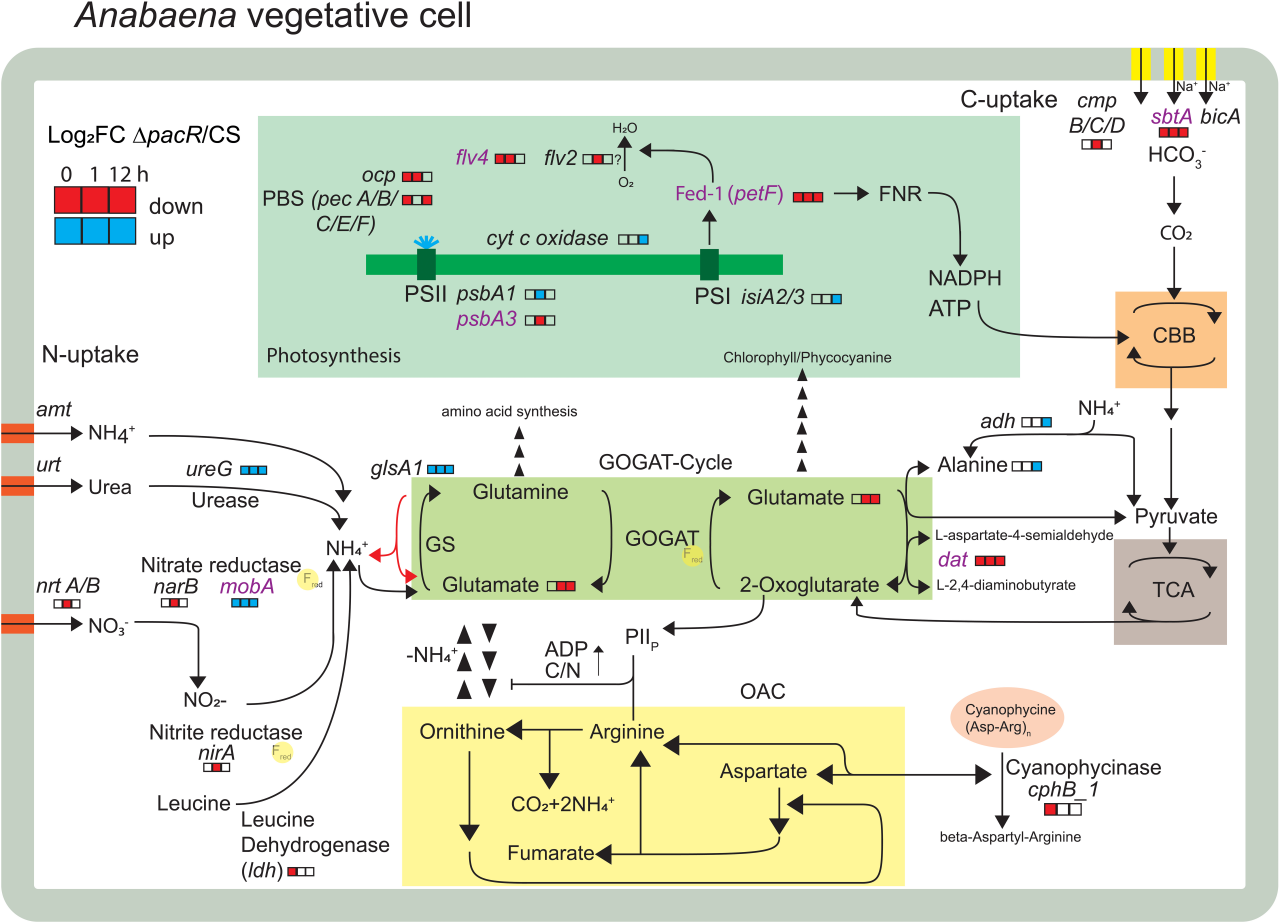
Overview of modified central metabolic pathways in the Δ*pacR* mutant. The schematic illustrates an *Anabaena* vegetative cell, highlighting key pathways involved in C‐ and N‐metabolism, including the GS/GOGAT‐cycle, OAC cycle, cyanophycine synthesis, the CBB cycle and the TCA cycle. The main components of the photosynthetic electron‐transport chain are also depicted. Following nitrogen import through NO_3_^−^ transporters, NO_3_^−^ is reduced to NH_4_^+^ via the action of nitrate (NarB) and nitrite (NirA) reductases; then, ammonium is incorporated into glutamate by ATP‐dependent glutamine synthetase (GS) producing glutamine, whose amido group is transferred to 2‐oxoglutarate (2‐OG) by glutamate synthase (GOGAT). 2‐OG is a product of carbon assimilation. Redox equivalents required for NO₃^−^ reduction and GS/GOGAT enzyme activity are provided by photosynthetic light reactions, which generate reduced ferredoxin (Fed). Fixed nitrogen can be stored as the reserve polymer cyanophycin through the action of a cyanophycin‐synthesizing enzyme. Storage regulation is controlled via a negative feedback loop involving arginine and the PII protein, which responds to ADP levels and the cellular C/N balance. The locations where reduced Fed is required for enzymatic activity are marked with yellow bubbles. Genes or metabolites found to be upregulated (blue) or downregulated (red) in the ∆*pacR* mutant compared to the control strain (CS) are highlighted in colored boxes, both before (t = 0 h) and at 1 h or 12 h after the shift from NH₄^+^ to NO₃^−^ as the N‐source in the medium. Genes with promoters directly bound by PacR (Picossi et al., 2015) are indicated in purple.

#### 3.4.3 Heterocyst formation

Many genes associated with heterocyst formation were upregulated in the Δ*pacR* strain 12 h after the shift compared to the CS (Figure 5; Table S6). 

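The genes under the heading of heterocyst formation in Table S6 were tested as a list with limma's fry test. The study chose the list on these libraries, so that the test is not independent evidence. All 26 genes past edgeR's filter were higher in Δ*pacR* than in CS at t = 12 h, with a median log2FC of 3.71 and a range of 1.05 to 6.88 (adjusted p = 0.0125 by fry). Each of the 26 was called, both over all genes and adjusted over the list alone. The list no longer passed an adjusted p of 0.05 without CS 12 h replicate 3 (0.051), and the range over the libraries left out was 0.00777 to 0.051. A further gene of the list, *nifW* (all1433, ENSB:KLm42LryWdoGB7J, chromosome, 1693430 to 1693747), was left out by that filter, with 4, 43 and 85 reads in the 3 Δ*pacR* libraries at t = 12 h and 0 reads in the 3 CS libraries. DESeq2 called it (adjusted p = 0.00119), whereas edgeR without the filter (0.0606) and DESeq2 with shrunken fold changes (0.137), an alternative added after the values had been seen, did not. In the fits with 1 library left out whose filter kept it, its adjusted p was 0.102, 0.121 and 0.111 without CS 12 h replicates 1, 2 and 3 and 0.00646 without Δ*pacR* 12 h replicate 1, where it was called. Of the 25 genes tested at t = 0 h, the number called was 0 by edgeR, over all genes and over the list alone. It was also 0 at an unadjusted p under 0.05 and 0 by DESeq2. The log2FC values of the list in edgeR lay between -0.13 and 0.81 there, under the limit on fold change. The counts by edgeR at t = 0 h thus do not bear on the p-values. Of the 25 tested at t = 1 h, the number called was 0 by edgeR, also over the list alone. It was 1 at an unadjusted p under 0.05 and 1 by DESeq2. The median log2FC was 0.25 at t = 0 h, with 21 of 25 genes higher in Δ*pacR*, and 0.11 at t = 1 h, with 20 of 25 higher (adjusted p = 0.0529 by fry at either time). The list passed an adjusted p of 0.05 at t = 0 h without Δ*pacR* 0 h replicate 1 (0.0422, range 0.0422 to 0.144). The list at t = 1 h passed with RLE size factors (0.0486), without CS 1 h replicate 3 (0.0442) and without Δ*pacR* 1 h replicate 1 (0.0427, range 0.0427 to 0.0968). For 21 of the 26 genes the interaction of strain and time at 12 h was called, and DESeq2 called it for 25. Over 15 genes of the list with late functions, such as nitrogen fixation, Δ*pacR* 12 h replicate 1 was at a median of 11.4% of the level of replicates 2 and 3.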

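At t = 12 h, *hepA* (alr2835, ENSB:4TIFljsR-svhXZJ, chromosome, 3454238 to 3456061) was at 124 ± 16.8 CPM (SD, n = 3) in Δ*pacR* and 10.8 ± 2.31 CPM in CS, a log2FC of 3.52 (standard error 0.18, adjusted p = 2.52e-05 by edgeR's quasi-likelihood test). For *hepD* (alr3698, ENSB:Oc1V-X3m6qCq5eW, chromosome, 4465828 to 4466997) the log2FC was 3.90 (standard error 0.30, adjusted p = 1.74e-04 by the same test), and for *hepE* (alr3699, ENSB:94sxNIFAyRkqwlV, chromosome, 4467059 to 4468207) it was 1.46 (standard error 0.10, adjusted p = 9.52e-05). Further genes that Table S6 lists for heterocyst formation lie near *hepA*, between 3441147 (alr2825) and 3460577 (alr2839) on the chromosome. The largest difference among these was in alr2825, with 5.15 (standard error 0.62, adjusted p = 0.00134), and *rfbC*, alr2836 and alr2839 had log2FC values of 4.14, 3.42 and 3.42. The calls of these 7 genes held with each library left out. The glycosyl transferase gene all2289 (ENSB:RmnPuja33XjbEKh, chromosome, 2757927 to 2758916) had a log2FC of 1.05 (standard error 0.11, adjusted p = 6.90e-04), which fell under the limit on fold change without CS 12 h replicate 1 (0.97, adjusted p = 0.0025) or Δ*pacR* 12 h replicate 3 (0.99, adjusted p = 0.00299), in a range of 0.0015 to 0.0057.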

Genes involved in the formation of the Hep‐layer, such as *hepA* (X. P. Wang et al., 2016; Y. Wang et al., 2007), as well as various glycosyl transferases, like *hepE* (X. P. Wang et al., 2016) were upregulated in various degrees. 

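*hglT* (all5341, ENSB:5ThqEjI9sShuE-E, chromosome, 6373814 to 6375079) was at 22.8 ± 12.2 CPM (SD, n = 3) in Δ*pacR* at t = 12 h and 2.02 ± 0.167 CPM in CS, a log2FC of 3.49 (standard error 0.47, adjusted p = 0.00229 by edgeR's quasi-likelihood test). The log2FC ranged from 3.15 to 3.87 with each library left out. For *hetN* (alr5358, ENSB:ZMQxbwAIyd9Q-fM, chromosome, 6402230 to 6403093), also in the list of Table S6, the log2FC was 1.37 (standard error 0.23, adjusted p = 0.00561 by the same test), with a range of 1.11 to 1.60.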

A glycolipid synthase (*hglT*) involved in Hgl‐layer formation (Zeng & Zhang, 2022) was also intermediately upregulated. Several nitrogenase‐related genes were upregulated, including intermediate to high upregulation of the main *nif*‐gene cluster as well as intermediate upregulation of *nifV*, belonging to the additional *nif*‐gene cluster found in *Anabaena* (Stricker et al., 1997). 

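In the main cluster, *nifH1* (all1455, ENSB:-UiwXBMw740um_c, chromosome, 1713396 to 1714283) was at 153 ± 159 CPM (SD, n = 3) in Δ*pacR* and 9.25 ± 0.92 CPM in CS at t = 12 h, a log2FC of 4.05 (standard error 0.94, adjusted p = 0.0194 by edgeR's quasi-likelihood test). The SD in Δ*pacR* is as large as the mean for most genes of the cluster, since the 3 libraries were far apart: *nifD* had 11.8, 86.2 and 233 CPM in replicates 1, 2 and 3. The log2FC was 5.27 (standard error 1.03, adjusted p = 0.01 by the same test) for *nifD* (all1454, ENSB:SBhFQ-pgKfU865y, chromosome, 1711821 to 1713263) and 6.88 (standard error 1.24, adjusted p = 0.00754) for *nifK* (all1440, ENSB:p8L0nBpHJJRKNhu, chromosome, 1698743 to 1700281). For *nifU*, *nifS*, *nifB*, *nifN*, *fdxH*, *hesA* and *hesB* it lay between 2.82 (*hesA*) and 4.26 (*nifS*), with adjusted p from 0.00239 to 0.0185. Some of these calls were lost when a CS library was left out, which also lowers the power of the test. Without CS 12 h replicate 1, the adjusted p was 0.0596 for *nifH1*, 0.0561 for *nifU*, 0.0549 for *nifB* and 0.0513 for *fdxH*. Without replicate 2 it was 0.0777 for *nifH1*, 0.0721 for *nifU*, 0.0737 for *nifB*, 0.0635 for *fdxH*, 0.0556 for *nifS* and 0.0516 for *hesB*. Without replicate 3 it was 0.0708 for *nifH1*, 0.0661 for *nifU*, 0.0698 for *nifB*, 0.0668 for *fdxH* and 0.0583 for *nifS*. In these fits the log2FC of the same genes stayed between 3.61 and 4.38. Over all 6 libraries left out, their adjusted p lay between 1.58e-04 and 0.0777. The calls of *nifD*, *nifK*, *nifN* and *hesA* held in each case. For *nifV1* (alr1407, ENSB:xnTLVRDJMQvACq9, chromosome, 1671878 to 1673011) the log2FC was 3.82 (standard error 0.43, adjusted p = 0.00103), with a range of 3.47 to 4.17.

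**Figure D2:**
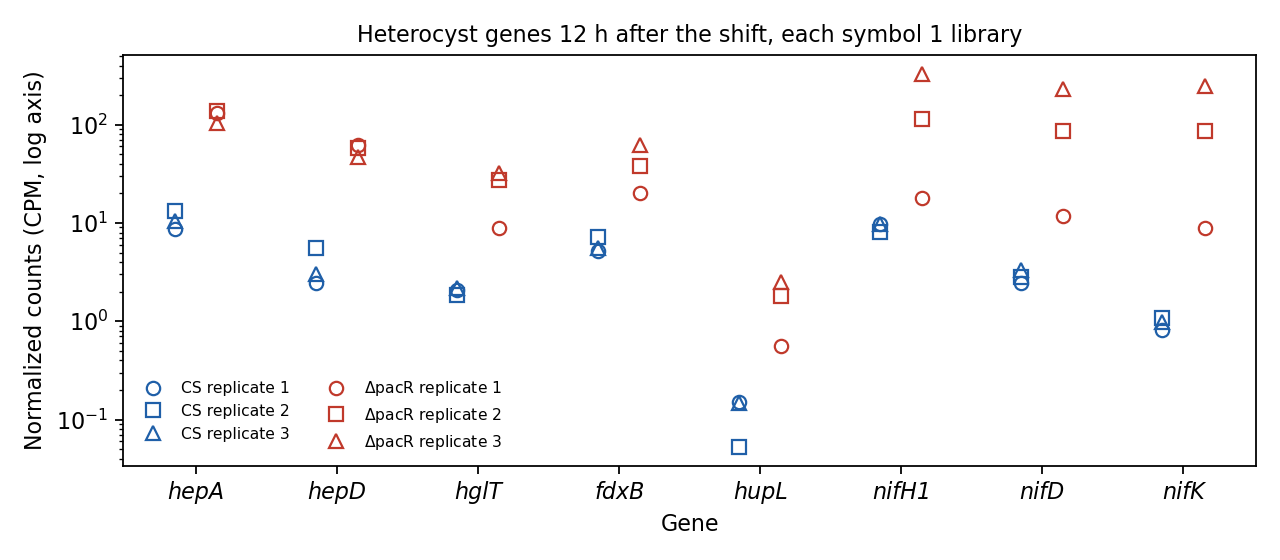
Transcript levels of *hepA*, *hepD*, *hglT*, *fdxB*, *hupL*, *nifH1*, *nifD* and *nifK* at t = 12 h in CPM (log axis), each symbol 1 library of CS (blue) or Δ*pacR* (red). In Δ*pacR*, replicate 1 had 11.8 CPM of *nifD* and replicate 3 had 233 CPM, whereas *hepA* lay between 105 and 137 CPM in the 3 libraries.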

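At t = 12 h the log2FC between Δ*pacR* and CS was 2.74 (standard error 0.40, adjusted p = 0.00307 by edgeR's quasi-likelihood test) for *fdxB* (asr2513, ENSB:g-hu8fN-yJ9QOkL, chromosome, 3020323 to 3020616). The calls of the genes *fdxB*, *hupL* and *hupS* held with each library left out. *hupL* (all0687, ENSB:q7HshiWY1tEwz49, chromosome, 794946 to 795467) was at 1.62 ± 0.992 CPM (SD, n = 3) in Δ*pacR* and 0.118 ± 0.0566 CPM in CS, with a log2FC of 3.75 (standard error 0.71, adjusted p = 0.00892). The log2FC of *hupS* (all0688, ENSB:YybVoSB-3p1afrt, chromosome, 795536 to 796498) was 3.31 (standard error 0.63, adjusted p = 0.00887 by the same test), from 0.982 ± 0.183 CPM in CS to 9.85 ± 6.8 CPM in Δ*pacR*.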

Concomitantly, the heterocyst‐specific ferredoxin (*fdxB*) (Pils et al., 2004) and the uptake hydrogenase genes (*hupL*, *hupS)* also showed intermediately increased expression. The heterocyst‐specific *flv1B* and *flv3B* transcripts (Ermakova et al., 2013) were slightly upregulated.

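For *flv1B* (all0177, ENSB:egKkM6AIKDL3lV3, chromosome, 186584 to 188377) the log2FC at t = 12 h was 1.39 (standard error 0.24, adjusted p = 0.00609 by edgeR's quasi-likelihood test), with 93.6 ± 30.2 CPM (SD, n = 3) in Δ*pacR* and 35.6 ± 3.23 CPM in CS. For *flv3B* (all0178, ENSB:gyAx2_YtlGWpP0r, chromosome, 188577 to 190316) it was 1.54 (standard error 0.35, adjusted p = 0.018 by the same test). This call was lost without CS 12 h replicate 1 (1.55, adjusted p = 0.0518), CS 12 h replicate 2 (1.55, adjusted p = 0.0647), CS 12 h replicate 3 (1.53, adjusted p = 0.0638) or Δ*pacR* 12 h replicate 2 (1.49, adjusted p = 0.0581), and the adjusted p over the 6 libraries left out was 9.43e-05 to 0.0647.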

#### 3.4.4 Carbon metabolism

The gene (*sbtA*) encoding a putative SbtA carbon transporter orthologue (Herrero & Flores, 2019) was slightly downregulated in Δ*pacR* compared to the CS at t = 0 h and t = 12 h. 

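*sbtA* (all2134, ENSB:Z3aL43jCkgjvSJl, chromosome, 2560329 to 2561441) was at 26.8 ± 5.06 CPM (SD, n = 3) in CS and 7.21 ± 0.962 CPM in Δ*pacR* at t = 0 h, a log2FC of -1.89 (standard error 0.17, adjusted p = 3.44e-04 by edgeR's quasi-likelihood test). The levels at t = 12 h were 13 ± 0.414 CPM and 5.96 ± 1.11 CPM, a log2FC of -1.12 (standard error 0.14, adjusted p = 0.00147 by the same test).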

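At t = 1 h, *sbtA* was at 144 ± 101 CPM (SD, n = 3) in CS and 6.86 ± 1.58 CPM in Δ*pacR*. The log2FC between the strains at this time was -4.39 (standard error 0.50, adjusted p = 0.00165 by edgeR's quasi-likelihood test). From 0 h to 1 h it was 2.40 (standard error 0.46, adjusted p = 0.00693) in CS and -0.08 (standard error 0.17, adjusted p = 0.738) in Δ*pacR*, where the sign turned without Δ*pacR* 0 h replicate 1 (0.03, adjusted p = 0.909) or Δ*pacR* 1 h replicate 2 (0.03, adjusted p = 0.909). The interaction of strain and time was -2.47 (adjusted p = 0.0967 by the same test) and was not called. It was called by DESeq2 (adjusted p = 3.94e-04), with all 18 libraries in one fit (0.0277), with the date as a block (0.0374) and without CS 0 h replicate 3 (-2.52, adjusted p = 0.0458) or CS 1 h replicate 2 (-2.79, adjusted p = 0.0434), in a range of 0.0434 to 0.269 over the libraries left out.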

Unlike the CS, it did not exhibit transient upregulation at t = 1 h, resulting in a more pronounced downregulation in the mutant at this time point (Figure 5; Tables S4‐S8). A similar pattern was observed for *cmpB* transcripts, which encode a bicarbonate transporter (Herrero & Flores, 2019); however, at t = 1 h, *cmpB* expression was only slightly lower in Δ*pacR* than in CS (a similar tendency was observed for the TPM values of the entire *cmpABCD* operon) (Figure 5; Tables S5, S7, S8; Appendix S4). Moreover, sucrose‐synthase (*susB*) transcription (Katoh et al., 2004) was slightly downregulated at t = 0 h in Δ*pacR* compared to the CS, whereas in both strains the gene was downregulated after the shift, albeit only intermediately in the mutant and highly in the CS (Figure 5; Tables S4, S7, S8).

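*cmpB* (alr2878, ENSB:Q5MPpHiTaAnt52i, chromosome, 3510547 to 3511386) was at 4.46 ± 0.976 CPM (SD, n = 3) in CS and 1.68 ± 0.387 CPM in Δ*pacR* at t = 1 h, a log2FC of -1.42 (standard error 0.22, adjusted p = 0.00711 by edgeR's quasi-likelihood test). In CS it rose from 0 h to 1 h by 1.31 (standard error 0.21, adjusted p = 0.00347 by the same test). The change in Δ*pacR* was 0.08 (standard error 0.21, adjusted p = 0.764), and its sign turned without Δ*pacR* 1 h replicate 1 (-0.09, adjusted p = 0.744). Between the strains the log2FC of *cmpB* was -0.17 (standard error 0.19, adjusted p = 0.567) at t = 0 h and 0.21 (standard error 0.19, adjusted p = 0.476) at t = 12 h. The interaction at 1 h, -1.21 (adjusted p = 0.144), was called only by DESeq2 (adjusted p = 0.0231) and without CS 0 h replicate 3 (-1.33, adjusted p = 0.0493), in a range of 0.0493 to 0.356 over the libraries left out. The other genes of the operon, which ends at 3514455 with *cmpD* (alr2880), had smaller differences at t = 1 h. Their log2FC was -0.87 (standard error 0.16, adjusted p = 0.0144) for *cmpA*, -0.81 (standard error 0.19, adjusted p = 0.0305) for *cmpC* and -0.17 (standard error 0.11, adjusted p = 0.34) for *cmpD*. In CS the rise of *cmpC* to 1 h was 0.90 (adjusted p = 0.00904), and it passed the limit on fold change without CS 1 h replicate 2 (1.08, adjusted p = 0.00213), in a range of 0.00213 to 0.0381.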

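Before the shift, *susB* (all1059, ENSB:49m5v0JcFmdYuMU, chromosome, 1233670 to 1236087) was at 196 ± 32.1 CPM (SD, n = 3) in CS and 81.7 ± 26.4 CPM in Δ*pacR*, a log2FC of -1.26 (standard error 0.23, adjusted p = 0.0134 by edgeR's quasi-likelihood test). The call was lost without Δ*pacR* 0 h replicate 1 (-1.22, adjusted p = 0.0518), and the adjusted p over the libraries left out was 0.00265 to 0.0518. In the first hour the log2FC was -4.18 (standard error 0.25, adjusted p = 3.39e-05 by the same test) in CS and -2.40 (standard error 0.30, adjusted p = 4.78e-04) in Δ*pacR*. Over 12 h it was -4.22 (standard error 0.20, adjusted p = 1.40e-05) in CS and -2.44 (standard error 0.43, adjusted p = 0.00359) in Δ*pacR*. The difference between the changes at 1 h, 1.79 (adjusted p = 0.126), was called only by DESeq2 (adjusted p = 0.00276) and without CS 0 h replicate 3 (1.92, adjusted p = 0.0377), in a range of 0.0377 to 0.3 over the libraries left out. The difference between the 2 changes at 12 h, 1.81 (adjusted p = 0.0516), was not called. It was called by DESeq2 (adjusted p = 0.0376), with all 18 libraries in one fit (0.0394), with the date as a block (0.0473) and without CS 0 h replicate 3 (1.94, adjusted p = 0.0389), Δ*pacR* 0 h replicate 2 (2.08, adjusted p = 0.0472), Δ*pacR* 12 h replicate 2 (2.01, adjusted p = 0.0459) or Δ*pacR* 12 h replicate 3 (2.05, adjusted p = 0.0305), in a range of 0.0305 to 0.12 over the libraries left out.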

#### 3.4.5 Photosynthesis and respiration

Interestingly, *psbA1* transcripts, encoding the PSII D1 protein (Sicora et al., 2009) were slightly upregulated in the mutant compared to the CS at 1 h after the shift (Figure 5; Table S5). In contrast, the transient upregulation of *psbA3* (Summerfield et al., 2008) at t = 1 h, whose promoter is directly bound by PacR (Picossi et al., 2015), was only slight in Δ*pacR*. 

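*psbA1* (alr4866, ENSB:yJKfo7_EpcR1xJq, chromosome, 5796899 to 5797981) was at 11050.5 ± 675 CPM (SD, n = 3) in Δ*pacR* and 3332 ± 841 CPM in CS at t = 1 h, a log2FC of 1.73 (standard error 0.23, adjusted p = 0.00385 by edgeR's quasi-likelihood test). Its range over the libraries left out was 1.53 to 1.85. The *psbA* genes are paralogs, for which the counting may have divided or left out shared reads.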

In the CS, this upregulation was intermediate, resulting in an intermediate downregulation of this gene at t = 1 h (Figure 5; Tables S5, S7, S8).

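For *psbA3* (alr4592, ENSB:9agEV78l86gFA_V, chromosome, 5489831 to 5490913), CS rose from 37.1 ± 10.3 CPM (SD, n = 3) to 241 ± 98.2 CPM in the first hour and Δ*pacR* from 24.4 ± 3.11 CPM to 53.2 ± 8.43 CPM. The log2FC was 2.68 (standard error 0.35, adjusted p = 0.00142 by edgeR's quasi-likelihood test) in CS and 1.12 (standard error 0.14, adjusted p = 4.26e-04) in Δ*pacR*. Between the strains it was -2.18 (standard error 0.31, adjusted p = 0.00463 by the same test) at t = 1 h. This strain difference of the response, tested as the interaction, -1.54 (adjusted p = 0.15), was not called. It was called by DESeq2 (adjusted p = 0.00998) and without CS 0 h replicate 3 (-1.80, adjusted p = 0.0306) or CS 1 h replicate 2 (-1.86, adjusted p = 0.0356), in a range of 0.0306 to 0.34 over the libraries left out.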

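The genes *isiA2* (all4002, ENSB:n2bv19CnTlJ6ejC, chromosome, 4820689 to 4822119) and *isiA3* (all4003, ENSB:72J4WLJgrkah1ix, chromosome, 4822122 to 4823150) are neighbours. Between Δ*pacR* and CS, the log2FC at t = 12 h was 1.64 (standard error 0.17, adjusted p = 7.67e-04 by edgeR's quasi-likelihood test) for *isiA2* and 2.12 (standard error 0.23, adjusted p = 8.38e-04) for *isiA3*. From 0 h to 12 h, *isiA2* changed by 1.92 (standard error 0.14, adjusted p = 7.42e-05 by the same test) in Δ*pacR* and by 0.52 (standard error 0.24, adjusted p = 0.11) in CS. *isiA3* changed by 1.81 (standard error 0.21, adjusted p = 5.55e-04) in Δ*pacR* and by 0.16 (standard error 0.27, adjusted p = 0.655) in CS, where the sign turned without CS 0 h replicate 2 (-0.02, adjusted p = 0.957). The levels in Δ*pacR* at t = 12 h were 11 ± 1.83 CPM (SD, n = 3) and 9.43 ± 2.76 CPM. The interaction of strain and time was called for both, with 1.43 (adjusted p = 0.0121) for *isiA2* and 1.68 (adjusted p = 0.0193) for *isiA3*. For *isiA3* it was lost without CS 12 h replicate 2 (1.57, adjusted p = 0.0526), in a range of 0.012 to 0.0526.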

Transcripts of *isiA2* and *isiA3*, iron‐stress‐induced proteins with homology to CP43 (Nagao et al., 2021), were slightly upregulated after 12 h in ∆*pacR* compared to the CS, as the upregulation of these genes occurred only in the mutant (Figure 5; Tables S6, S8).

Before the shift, the phycoerythrocyanin (*pec)* operon, which encodes the components of the light‐harvesting phycobilisome (PBS) complex (Gollan et al., 2020), was slightly downregulated in ∆*pacR* (significantly for *pecE* and *pecF*). 

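The operon lies on the chromosome from 616378 to 620217, with the genes *pecB* (alr0523), *pecA* (alr0524), *pecC* (alr0525), *pecE* (alr0526) and *pecF* (alr0527). At t = 0 h the log2FC between Δ*pacR* and CS was -1.69 (standard error 0.24, adjusted p = 0.00512 by edgeR's quasi-likelihood test) for *pecF* and -1.69 (standard error 0.33, adjusted p = 0.0152 by the same test) for *pecE*. The latter call was lost without Δ*pacR* 0 h replicate 2 (-1.52, adjusted p = 0.0558) or Δ*pacR* 0 h replicate 3 (-1.56, adjusted p = 0.0656), in a range of 0.00548 to 0.0656. *pecB*, *pecA* and *pecC* had log2FC values of -1.22 (standard error 0.37, adjusted p = 0.0692), -1.21 (standard error 0.44, adjusted p = 0.108) and -1.34 (standard error 0.42, adjusted p = 0.0741) and were not called over all genes, whereas all 5 genes were called when adjusted over the list alone. These 3 genes were called with the date as a block, with adjusted p of 0.00541, 0.00352 and 0.00246, and without CS 0 h replicate 3, with 0.0231, 0.0464 and 0.0253. Over the libraries left out their adjusted p lay between 0.0231 and 0.291. As a set, the operon had a median log2FC of -1.34 at t = 0 h (adjusted p = 0.0529 by limma's fry test, and 0.00204 with the date as a block).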

Genes of this operon were then downregulated to about the same level in both strains at t = 1 h and were then significantly expressed at slightly to intermediately higher levels in the CS compared to Δ*pacR* after 12 h (Figure 5; Tables S4‐S8). 

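At t = 1 h the log2FC of the 5 genes lay between -0.06 and 0.10, with adjusted p from 0.867 to 0.976 by edgeR's quasi-likelihood test. As a set they had a median log2FC of 0.03 (adjusted p = 0.889 by limma's fry test). Values this near 0 changed sign when a single library was left out. *pecB* turned without CS 1 h replicate 2 (0.26), Δ*pacR* 1 h replicate 2 (0.02) or Δ*pacR* 1 h replicate 3 (0.15). The other 4 genes turned without CS 1 h replicate 1 (-0.39 to -0.03) or Δ*pacR* 1 h replicate 1 (-0.38 to -0.01), and *pecA* and *pecC* also without CS 1 h replicate 3 (-0.17 and -0.05). At t = 12 h, *pecB* was at 3149 ± 1863 CPM (SD, n = 3) in CS and 458 ± 322 CPM in Δ*pacR*, a log2FC of -2.78 (standard error 0.70, adjusted p = 0.0272). The log2FC was -2.69 (standard error 0.68, adjusted p = 0.0268) for *pecA*, -2.73 (standard error 0.65, adjusted p = 0.0215) for *pecC*, -3.05 (standard error 0.58, adjusted p = 0.00894) for *pecE* and -2.75 (standard error 0.49, adjusted p = 0.007) for *pecF*. For *pecB*, *pecA* and *pecC* the call was lost without CS 12 h replicate 2 (adjusted p of 0.0712, 0.0664 and 0.0581), CS 12 h replicate 3 (0.08, 0.0786 and 0.063) or Δ*pacR* 12 h replicate 2 (0.094, 0.0913 and 0.0769), with log2FC values from -2.75 to -2.14. Over the libraries left out their adjusted p lay between 0.0139 and 0.094.

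**Figure D3:**
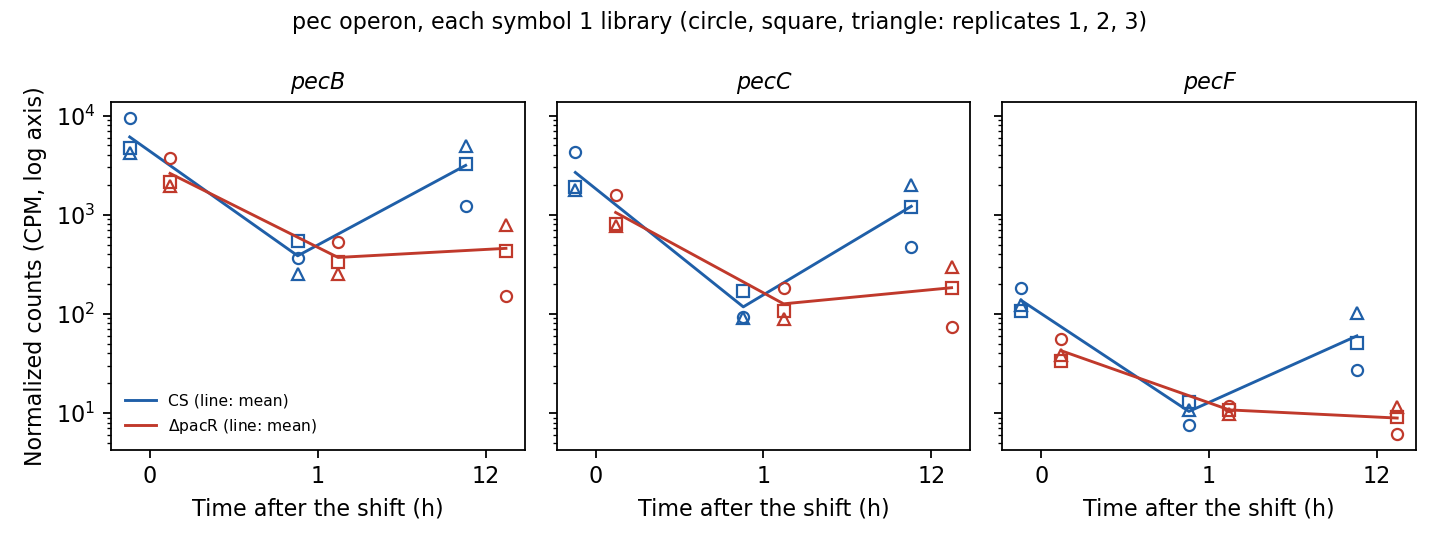
Transcript levels of *pecB*, *pecC* and *pecF* in CPM (log axis) at t = 0 h, 1 h and 12 h in CS (blue) and Δ*pacR* (red). Open symbols are single libraries (circle, square and triangle for replicates 1, 2 and 3) and lines join the means. The *pecB* libraries of CS at t = 12 h lie between 1219.6 and 4939 CPM, and those of Δ*pacR* between 150.0 and 793 CPM.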

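Before the shift, all4940 (ENSB:-Skx2hMko_CWcds, chromosome, 5896215 to 5896637) had a log2FC between Δ*pacR* and CS of -1.27 (standard error 0.24, adjusted p = 0.0137 by edgeR's quasi-likelihood test), and alr4783 (ENSB:Pjo4r6jSQqj9ZKS, chromosome, 5698876 to 5699406) had one of -1.30 (standard error 0.21, adjusted p = 0.00733 by the same test). The call of all4940 was lost without Δ*pacR* 0 h replicate 3 (-1.18, adjusted p = 0.0585), in a range of 0.0039 to 0.0585. From 0 h to 1 h, all4940 changed by -2.23 (standard error 0.20, adjusted p = 2.33e-04) in CS and by -1.20 (standard error 0.24, adjusted p = 0.00471) in Δ*pacR*. The latter fell under the limit on fold change without Δ*pacR* 0 h replicate 2 (-0.93, adjusted p = 0.0179), in a range of 0.00184 to 0.0179. By 12 h it had changed by -2.14 (standard error 0.19, adjusted p = 1.52e-04) in CS. The change in Δ*pacR*, -0.72 (standard error 0.28, adjusted p = 0.07), was not called, apart from the fit without Δ*pacR* 12 h replicate 1 (-1.08, adjusted p = 0.00327), in a range of 0.00327 to 0.242. For this gene the interaction of strain and time was 1.04 at 1 h (adjusted p = 0.298) and was not called there. At 12 h it was 1.45 (adjusted p = 0.0377), a call that was lost without CS 0 h replicate 2 (1.21, adjusted p = 0.0865), CS 12 h replicate 1 (1.45, adjusted p = 0.0622), CS 12 h replicate 2 (1.52, adjusted p = 0.0718), CS 12 h replicate 3 (1.39, adjusted p = 0.0915), Δ*pacR* 0 h replicate 1 (1.33, adjusted p = 0.0796), Δ*pacR* 0 h replicate 3 (1.37, adjusted p = 0.0984) or Δ*pacR* 12 h replicate 1 (1.08, adjusted p = 0.0685), in a range of 0.0275 to 0.0984.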

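Before the shift, alr4783 was at 301 ± 29.8 CPM (SD, n = 3) in CS and 123 ± 36.8 CPM in Δ*pacR*. In CS it changed by -3.61 (standard error 0.15, adjusted p = 1.72e-05 by edgeR's quasi-likelihood test) to 1 h and by -3.53 (standard error 0.15, adjusted p = 1.31e-05) to 12 h. In Δ*pacR* it changed by -1.84 (standard error 0.23, adjusted p = 4.63e-04 by the same test) to 1 h and by -2.08 (standard error 0.26, adjusted p = 8.26e-04) to 12 h. Between the strains, neither gene was called after the shift. The log2FC was -0.26 (standard error 0.22, adjusted p = 0.467) for all4940 and 0.45 (standard error 0.17, adjusted p = 0.133) for alr4783 at t = 1 h, and 0.17 (standard error 0.24, adjusted p = 0.642) and 0.18 (standard error 0.21, adjusted p = 0.568) at t = 12 h. Both values at t = 12 h turned their sign without Δ*pacR* 12 h replicate 1 (-0.18 and -0.07). The interaction at 1 h was called for alr4783, with 1.78 (adjusted p = 0.0464). This call was lost with RLE size factors (adjusted p = 0.0505) and without CS 0 h replicate 1 (1.76, adjusted p = 0.0971), CS 0 h replicate 2 (1.72, adjusted p = 0.115), CS 1 h replicate 1 (1.74, adjusted p = 0.113), CS 1 h replicate 3 (1.70, adjusted p = 0.0905), Δ*pacR* 0 h replicate 1 (1.73, adjusted p = 0.0788), Δ*pacR* 0 h replicate 3 (1.60, adjusted p = 0.0832), Δ*pacR* 1 h replicate 1 (1.79, adjusted p = 0.103) or Δ*pacR* 1 h replicate 3 (1.58, adjusted p = 0.117), in a range of 0.00975 to 0.117. The interaction of this gene at 12 h, 1.49 (adjusted p = 0.018), was called with each library left out.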

The transcript level of *all4940* and *alr4783* associated with the orange carotenoid protein (OCP) (López‐Igual et al., 2016) were slightly downregulated in ∆*pacR* compared to the CS at t = 0 h and then downregulated significantly to similar levels in both strains after the shift (Figure 5; Tables S4, S7, S8).

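At t = 12 h, *coxA2* (alr2515, ENSB:6VxYhoGYWmvmjDB, chromosome, 3022214 to 3023893) was at 169 ± 33.9 CPM (SD, n = 3) in Δ*pacR* and 17.8 ± 0.843 CPM in CS, a log2FC of 3.25 (standard error 0.16, adjusted p = 1.88e-05 by edgeR's quasi-likelihood test). The log2FC was 3.71 (standard error 0.23, adjusted p = 5.78e-05 by the same test) for *coxC2* (alr2516, ENSB:Oyzg-naQZMZT0Ld, chromosome, 3024037 to 3024630) and 2.67 (standard error 0.43, adjusted p = 0.00489) for *coxA3* (alr2732, ENSB:OjIeYMGIKj96usn, chromosome, 3329430 to 3331097). These 3 genes rose in Δ*pacR* from 0 h to 12 h by 3.14, 4.18 and 3.44 on the log2 scale (adjusted p = 1.20e-05, 2.12e-05 and 8.80e-04). In CS they rose by 0.40, 1.11 and 0.76 (adjusted p = 0.00935, 0.00347 and 0.0116), and only *coxC2* passed the limit on fold change. It fell under the limit without CS 12 h replicate 2 (0.89, adjusted p = 0.00629), in a range of 0.00395 to 0.017. The interaction of strain and time at 12 h was called for all 3, with adjusted p of 6.12e-06, 1.72e-04 and 0.00961.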

The following transcripts of cytochrome c oxidase subunits were intermediately to highly upregulated at t = 12 h in ∆*pacR* compared to the CS: *coxA2* and *coxC2* corresponding to COX2 (homologous to aa3‐type cytochrome c oxidases) as well as *coxA3*, corresponding to COX3 (homologous to alternative respiratory terminal oxidases) (Figure 5; Tables S6, S8). Both COX2 and COX3 were previously found to be upregulated under nitrogen deficiency (Wünschiers et al., 2006). The transcript levels of vegetative cell‐specific Fed‐1 (*petF*) (Schmitz & Böhme, 1995) were constitutively downregulated in Δ*pacR*, ranging from slight downregulation at early time points (t = 0 h and t = 1 h) to intermediate levels at t = 12 h (Figure 5; Tables S4‐S6). This downregulation may be attributed to PacR binding to the *petF* promoter. 

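*petF* (all4148, ENSB:cn6HVgj9et9zpgG, chromosome, 4992505 to 4992804) was at 3219.7 ± 517 CPM (SD, n = 3) in CS and 1107 ± 152 CPM in Δ*pacR* at t = 0 h, 4534 ± 585 and 1119 ± 139.6 CPM at 1 h, and 4211 ± 186 and 899.7 ± 132 CPM at 12 h. The log2FC was -1.54 (standard error 0.18, adjusted p = 0.00178 by edgeR's quasi-likelihood test) at t = 0 h, -2.02 (standard error 0.17, adjusted p = 3.45e-04) at t = 1 h and -2.23 (standard error 0.14, adjusted p = 5.27e-05) at t = 12 h. With each library left out, it ranged from -1.67 to -1.43, from -2.13 to -1.94 and from -2.36 to -2.14 at these time points.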

There was slightly lower expression of *flv2* at *t* = 1 h compared to the CS. Additionally, at the same time point, *flv4* was intermediately downregulated relative to the CS (Figures 5 and 6; Tables S5, S7). 

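*flv2* (all4444, ENSB:txsyY6CJmI0pCJY, chromosome, 5328244 to 5329971) was at 6.94 ± 0.341 CPM (SD, n = 3) in Δ*pacR* and 17.9 ± 4.14 CPM in CS at t = 1 h, a log2FC of -1.36 (standard error 0.17, adjusted p = 0.00279 by edgeR's quasi-likelihood test). The log2FC ranged from -1.54 to -1.23 with each library left out.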

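The log2FC of *flv4* (all4446, ENSB:dd_Ejl4qMz5TVdO, chromosome, 5330672 to 5332402) at t = 1 h was -3.37 (standard error 0.28, adjusted p = 3.00e-04 by edgeR's quasi-likelihood test), from 30.9 ± 11.5 CPM (SD, n = 3) in CS to 2.98 ± 0.22 CPM in Δ*pacR*. In the first hour, *flv4* changed by 0.85 (standard error 0.27, adjusted p = 0.0444 by the same test) in CS and by -0.97 (standard error 0.13, adjusted p = 6.75e-04) in Δ*pacR*, both under the limit on fold change. In CS it passed the limit without CS 1 h replicate 3 (1.09, adjusted p = 0.0118), in a range of 0.0118 to 0.122. In Δ*pacR* it passed without Δ*pacR* 0 h replicate 3 (-1.02, adjusted p = 0.00206) or Δ*pacR* 1 h replicate 2 (-1.02, adjusted p = 0.00185), in a range of 0.00185 to 0.00395. Tested as the interaction, the strain difference of the response, -1.80 (adjusted p = 0.0583), was not called. It was called by DESeq2 (adjusted p = 1.41e-04), with all 18 libraries in one fit (0.015), with the date as a block (0.0315) and without CS 0 h replicate 3 (-1.69, adjusted p = 0.028) or CS 1 h replicate 3 (-2.05, adjusted p = 0.0247), in a range of 0.0247 to 0.17 over the libraries left out.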

The expression of *flv1A* (*all3891*) and *flv3A* (*all3895*) (Ermakova et al., 2013) did not differ significantly between the mutant and the CS. 

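Between Δ*pacR* and CS, *flv1A* (ENSB:D5WVss953_-yPFZ, chromosome, 4690925 to 4692637) had a log2FC of -0.32 (standard error 0.11, adjusted p = 0.0967 by edgeR's quasi-likelihood test) at t = 0 h, -0.55 (standard error 0.15, adjusted p = 0.058) at t = 1 h and -0.13 (standard error 0.06, adjusted p = 0.17) at t = 12 h. For *flv3A* (ENSB:RNcZcVlI4sH2ETb, chromosome, 4697783 to 4699507) the values were 0.15 (standard error 0.12, adjusted p = 0.426 by the same test), -0.32 (standard error 0.10, adjusted p = 0.0768) and -0.11 (standard error 0.09, adjusted p = 0.41).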

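From 0 h to 1 h, *flv1A* went from 157 ± 18.1 to 186 ± 40.5 CPM (SD, n = 3) in CS, a log2FC of 0.22 (standard error 0.18, adjusted p = 0.353 by edgeR's quasi-likelihood test). In Δ*pacR* it went from 125 ± 10.8 to 127 ± 3.72 CPM, a log2FC of 0.02 (standard error 0.08, adjusted p = 0.838 by the same test), whose sign turned without Δ*pacR* 0 h replicate 3 (-0.01, adjusted p = 0.951). *flv3A* went from 317 ± 39.1 to 385 ± 27.5 CPM in CS and from 349.9 ± 18.2 to 308 ± 18.9 CPM in Δ*pacR*. These changes had log2FC values of 0.26 (standard error 0.13, adjusted p = 0.163) and -0.19 (standard error 0.09, adjusted p = 0.104). The interaction of strain and time at 1 h was not called for either gene, with -0.19 (standard error 0.20, adjusted p = 0.874) for *flv1A* and -0.44 (standard error 0.15, adjusted p = 0.298) for *flv3A*.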

Their expression kinetics followed those of the CS, showing a non‐significant transient increase 1 h after the shift, which was, however, less pronounced in the mutant based on TPM values (Appendix S4).

## 4 DISCUSSION

In this study, we found that the *∆pacR* mutant of *Anabaena* forms heterocysts, resembling diazotrophic growth, even under nitrogen‐replete conditions. This heterocyst formation occurs following a shift in the nitrogen source from NH_4_^+^ to NO_3_^−^ in the growth medium (Figure 2A, B; Table S1). This is consistent with the findings of a parallel study by Lin et al. (2025), which reported a higher heterocyst frequency in the Δ*pacR* mutant following the same nutrient shift. *Anabaena* typically undergoes heterocyst differentiation within the first 24 h after N step‐down (Xing et al., 2022). To gain insights into the cellular changes preceding heterocyst formation, we collected metabolic and RNA‐seq data at early time points (0 h, 1 h, 12 h). Additionally, physiological measurements were performed 48 h after the shift, when heterocyst formation was complete, and the growth phenotype became apparent (Figures 1, S1A, and S2A). A similar growth phenotype was also observed by Lin et al. (2025). The Δ*pacR* mutant exhibited upregulation of genes associated with heterocysts, not constitutively, but specifically during the 12 h interval following the shift in the nitrogen source from NH_4_^+^ to NO_3_^−^ (Figures 5 and 6; Tables S6, S8). These findings suggest that the deletion of PacR does not directly trigger heterocyst differentiation; instead, the response seems to be an effect of the shift from NH_4_^+^ to NO_3_^−^, which likely disrupts the cellular C/N balance (Zhang et al., 2018). Indeed, the Δ*pacR* mutant exhibited a significantly elevated C/N ratio (Figure 2 D; Table S2), indicating intracellular nitrogen limitation. The Δ*pacR* mutant indeed shows impaired NO_3_^−^ uptake (Figures 2C and S3), accompanied by delayed induction of *nirA* operon transcripts following the shift to NO_3_^−^ containing medium (Figures 5 and 6; Tables S6‐S8). This could reflect a low abundance of NO_3_^−^ transporters in the membrane and a lower abundance of NirA and NarB proteins, and thus a reduced capacity for NO_3_^−^ uptake. Although the transcript level of the *nirA* operon aligns with that of the CS at 12 h, the protein levels may not follow the same pattern, potentially contributing to persistently low NO_3_^−^ uptake. Indeed, despite comparable transcript levels of transporters and nitrate and nitrite reductases in the mutant and CS at 12 h, impaired NO_3_^−^ uptake in the mutant has been observed throughout the entire 120 h duration of the experiment. Interestingly, Lin et al. (2025) reported a similar impairment of nitrate uptake and *nirA* expression, and further confirmed the direct binding of PacR to both *nirA* and *ntcB*.

Although direct regulation of the *nir* operon cannot be inferred from the present data, a potential role in the modulation of nitrate and nitrite reductases by molybdenum cofactor biosynthesis remains possible. Nitrate reductases are molybdoenzymes carrying a molybdenum cofactor. Mo‐cofactor biosynthesis requires several genes (Puerta‐Fernández & Vioque, 2011), among which the *mobA* gene was found to be constitutively upregulated in the mutant, regardless of the nitrogen source (Figures 5 and 6) and was also found to be directly bound by PacR (Picossi et al. 2015). This may suggest an involvement of PacR in modulating the *nir* operon via *mobA* regulation.

A potential limitation in reducing equivalents from photosynthetic light reactions is indicated by the constitutive downregulation of the *petF* transcript, which encodes the vegetative cell‐specific Fed‐1, in the ∆*pacR* mutant (Figures 5 and 6; Tables S4‐S6). PacR, which directly binds to the *petF* promoter (Picossi et al., 2015), could directly influence *petF* expression, likely resulting in reduced Fed‐1 levels. Since the functions of nitrite reductase (NirA) and nitrate reductase (NarB) rely on vegetative‐specific Fed‐1, the decrease in *petF* levels may impair both NO_3_^−^ uptake and the conversion of NO_3_^−^ to NH_4_^+^ (Watzer et al., 2019). Indeed, our data show a slight but statistically significant decrease in the size of the photo‐reducible Fed‐pool (Figure S5A, B), suggesting that impaired electron flux from Fed may contribute to hindered nitrate assimilation.

The depletion of free amino acid pools is typical under nitrogen‐depleted conditions in *Anabaena* (Perin et al., 2021), indicating a lack of nitrogen for metabolic functions. Here, the reduced glutamate levels in the mutant after the shift compared to the CS (and non‐significant decrease in glutamine, and 2‐OG) suggests an imbalance in C/N metabolism (Figures 4 and S6). However, this is in contrast to the usual response in wild‐type *Anabaena*, where glutamate levels rise and glutamine levels drop when shifting to diazotrophic conditions (Perin et al., 2021). Since glutamate and glutamine are crucial indicators of nitrogen status, this reduction implies a weakened nitrogen assimilation capacity and a reduction in GS/GOGAT‐cycle activity.

2‐OG, which serves as a signaling molecule for the C/N balance (Robles‐Rengel et al., 2019), is known to increase following nitrogen deprivation, triggering heterocyst formation in *Anabaena* (Laurent et al., 2005; Muro‐Pastor et al., 2001; Zeng & Zhang, 2022). In contrast, the ∆*pacR* mutant demonstrated low 2‐OG levels (Figures S6 and S7) and showed no significant differences in the 2‐OG/Glu ratios (Figure S8) despite the occurrence of heterocyst formation.

Changes in metabolite levels in the GS/GOGAT‐cycle may be an indirect consequence of PacR‐deletion, potentially due to the constitutive upregulation of *glsA1* transcripts encoding phosphate‐dependent glutaminase 1 (Figures 5 and 6; Tables S4‐S6). The transcripts of glutaminase 1, primarily responsible for glutamine deamination, are typically downregulated transiently under nitrogen‐limiting conditions in wild type (Zhou et al., 2008). Elevated glutaminase activity could impair the function of ATP‐dependent glutamine synthetase (GS, *glnA*), a key regulatory enzyme in the GS/GOGAT cycle. *glnA* is typically expressed at higher levels in the absence of combined nitrogen and is regulated by NtcA (Flores et al., 2019). Also, the GS has been shown to be active under combined nitrogen‐limited conditions (Forchhammer & Selim, 2020; Galmozzi et al., 2010) and shows increased activity when N_2_ is used as the nitrogen source (Flores & Herrero, 1994; Zhou et al., 2008). Notably, inhibiting GS with the specific inhibitor MSX can counteract the suppression of nitrogen fixation and heterocyst formation by fixed nitrogen in *Anabaena* sp., which indicates that NH_4_^+^ assimilation via GS is required for NH_4_^+^ repression of the uptake of alternative nitrogen sources (Flores & Herrero, 1994; Mishra, 2003). A similar effect may occur in Δ*pacR* due to potential glutamine degradation via glutaminase 1. Interestingly, *glnA* is upregulated in the mutant after just 1 h, whereas no such response is observed in the CS, suggesting a compensatory response to putatively increased glutaminase activity and suggesting that NtcA‐controlled pathways are activated in the mutant. The balance between glutamine synthesis and degradation may determine whether a glutamine shortage occurs, ultimately affecting nitrogen availability for cellular metabolism.

Alanine levels were significantly higher in the Δ*pacR* mutant compared to the CS following the 12 h shift to NO_3_^−^ (Figures 4 and S6). An increase in alanine levels following the shift to diazotrophic conditions was previously observed in *Anabaena* wild type (Perin et al., 2021) and *Anabaena cylindrica* (Rowell & Stewart, 1976) since alanine is needed for carbon transfer to heterocysts (Burnat et al., 2014; Pernil et al., 2010). Therefore, the elevated alanine levels in this study signify a metabolic state in the Δ*pacR* mutant that resembles diazotrophic conditions, potentially linking them to heterocyst formation. In *Anabaena spp*., the gene coding for alanine dehydrogenase (ADH), *ald*, is either exclusively expressed or exhibits higher expression levels following the shift to diazotrophic conditions (Pernil et al., 2010). Furthermore, ADH activity has been shown to increase under nitrogen deficiency in *Anabaena cylindrica* (Rowell & Stewart, 1976). These observations indicate that the upregulation of *ald* in Δ*pacR* may lead to higher levels of active enzyme and reflect a metabolic adaptation consistent with diazotrophic conditions. Interestingly, the ADH pathway also possesses synthetic activity, converting pyruvate and NH_4_^+^ into alanine, which facilitates NH_4_^+^ assimilation under conditions of GS/GOGAT‐cycle inactivation (Flores & Herrero, 1994; Meeks et al., 1977). In this study, the GS/GOGAT‐cycle impairment is likely due to reduced GS efficiency and previous research indicates that NH_4_^+^ incorporation through ADH increases when GS is inactivated by MSX treatment (Meeks et al., 1977). This suggests that there may be increased synthetic ADH activity in the mutant, which may contribute to the increased alanine levels and provide a compensatory mechanism that serves to counterbalance decreased operation of the GS/GOGAT‐cycle.

Diaminobutyrate‐pyruvate transaminase *(dat*), which catalyzes the transamination of L‐2,4‐diaminobutyrate to 2‐OG, forming L‐aspartate–semialdehyde and glutamate was constitutively downregulated (Figures 5 and 6; Tables S4‐S6). Moreover, L‐2,4‐diaminobutyrate also links to arginine biosynthesis, as L‐aspartate‐4‐semialdehyde is derived from L‐aspartate. This suggests that its activity may be functionally connected to the GS/GOGAT cycle, protein synthesis and nitrogen storage. Moreover, leucine dehydrogenase (*ldh*) transcripts remained consistently low in the mutant despite the absence of PacR binding to its promoter (Figures 5 and 6; Tables S4, S7). In contrast, *ldh* was highly expressed in the CS before the shift and subsequently downregulated. This pattern suggests that PacR‐mediated regulation of transaminases may help buffer nitrogen metabolism during short‐term fluctuations. By redistributing nitrogen through transaminase activity, the cell may prevent unnecessary heterocyst formation in response to transient changes in external nitrogen levels.

Importantly, the transcript level of urease accessory protein (UreG), *ureG*, is constitutively upregulated in the mutant (Figures 5 and 6; Tables S4‐S6), which may suggest a direct involvement of PacR. Also, cyanophycinase B1 (*cphB1*) transcript is downregulated in the mutant already in the presence of NH_4_^+^ before shifting the cells to nitrate (Figures 5 and 6; Tables S4, S7, S8). This suggests that the broader nitrogen metabolism, including the uptake of alternative nitrogen sources and nitrogen storage via the OAC, is affected by PacR‐deletion. The upregulation of urease‐related genes may also indicate a predisposition of the mutant to release NH_4_^+^ from nitrogen‐containing metabolites. However, it is not known whether PacR directly binds to these genes, leaving their direct involvement in this nitrogen fixation pathway uncertain.

Taken together, these results suggest that inefficiency in the GS/GOGAT‐cycle may reduce the mutant's ability to fix NH_4_^+^ intracellularly into metabolically available forms. Moreover, since transaminases and urease may be affected, the dissemination of NH_4_^+^ may be impaired across multiple metabolic processes, which also seems to be indicated by higher alanine levels and *ald* upregulation. By directly regulating *sbtA* transcription and influencing *cmpB* expression (Figures 5 and 6; Tables S4‐S8), PacR helps adjust carbon intake in response to the C/N balance. In alignment with our results, Bolay et al. (2022) found that a knockdown‐mutant of the PacR‐homologue in *Synechocystis* sp. PCC6803 also displayed diminished *sbtA* expression, confirming the central role of PacR in regulating carbon metabolism in cyanobacteria. Chip‐Seq analysis by Picossi et al. (2015) confirms that PacR may directly regulate three C‐uptake systems under inorganic carbon limitations: the bicarbonate transporter *bicA* and two CO_2_ uptake genes (*ndhF3* and *ndhF4*). Recently, Lin et al. (2025) demonstrated under ambient CO_2_ conditions that the promotors of *cmpA*, *bicA* and *sbtA* (all encoding bicarbonate transporters) are directly bound by PacR. Their results suggest that PacR activates *bicA* and *sbtA* in NH_4_^+^‐containing medium, slightly represses them in NO_3_^−^‐containing medium and represses *cmpA* irrespective of the N‐source.

The observed decrease in PSI yield in the ∆*pacR* mutant is mainly due to increased acceptor‐side limitation (Figure 3A, B) linked to significantly decreased O_2_ photoreduction and a smaller pool of photo‐reducible Fed (Figures 3C, D and S5C; Table S3). Since O_2_ photoreduction is mainly attributed to Flv proteins (Santana‐Sánchez et al., 2023), the downregulation of *flv2* and *flv4* transcripts in the mutant (Figures 5 and 6; Tables S4, S5, S7, S8) along with previous findings that PacR binds to the promoter regions of *flv1A* and *flv4* (Picossi et al., 2015) indicates that these regulatory changes likely contribute to the observed impairment.

In conclusion, deletion of the global transcription factor PacR in *Anabaena* induces heterocyst formation even in NO₃^−^‐containing medium, likely due to reduced NO_3_^−^ uptake, disrupted NH_4_^+^ assimilation in the GS/GOGAT cycle and intercellular C/N unbalance. This phenotype may result from PacR's regulatory influence on key genes involved in nitrogen and carbon fixation, as well as photosynthetic performance. Our data suggests that a shortage of reducing equivalents is one of the contributing factors to impaired nitrogen metabolism. These findings highlight PacR's crucial role in coordinating photosynthesis, nitrogen and carbon metabolism.

## AUTHOR CONTRIBUTIONS

YA conceptualized the project. EW performed all experiments and wrote the first draft of the manuscript. YA, TH, ASS, and LN supervised the experiments. All authors contributed to editing and proofreading. All authors have read and approved the final manuscript.

## FUNDING INFORMATION

This work was supported by the NovoNordisk Foundation (PhotoCat, project # NNF20OC0064371 to YA), by the Jane and Aatos Erkko Foundation (PhotoFactory project, to YA). EW and TH were partially supported by the University of Turku Graduate School (UTUGS) and by the Turku Collegium for Science, Medicine and Technology, respectively.

## Supporting information

**Data S1.** Supporting Information

**Appendix S1.** RNA‐seq_DEanalysis_dpacRvsCS

**Appendix S2.** RNA‐seq_DEanalysis_CSvsCS_dpacRvsdpacR

**Appendix S3.** RNA‐seq_Enrichment Analysis_dpacRvsCS

**Appendix S4.** RNA‐seq_TPM values

## Data Availability

The RNA sequencing data used for Figures 5 and 6, Tables S4‐S8 and Appendix [Link], [Link] is available in NCBI under the GEO accession number GSE280386. Data supporting the findings of this study are available in the manuscript or supplementary materials. Microscopic images and physiological source data are available upon request.

# Supplementary material for: The role of the LysR‐type transcription factor PacR in regulating nitrogen metabolism in Anabaena sp. PCC7120
**Source:** Physiol Plant. 2025 May 5;177(3):e70248. doi: 10.1111/ppl.70248
**Supplement:** Supplementary file 1 — Data S1. Supporting Information

## SUPPLEMENTAL

### The role of the LysR-type transcription factor PacR in regulating nitrogen metabolism in *Anabaena* sp. PCC7120

E. Werner<sup>1</sup>, T. Huokko<sup>1</sup>, A. Santana-Sanchez<sup>1</sup>, S. Picossi<sup>2</sup>, L. Nikkanen<sup>1</sup>, A. Herrero<sup>2</sup>, Y. Allahverdiyeva<sup>1,\*</sup>

#### \*Correspondance:

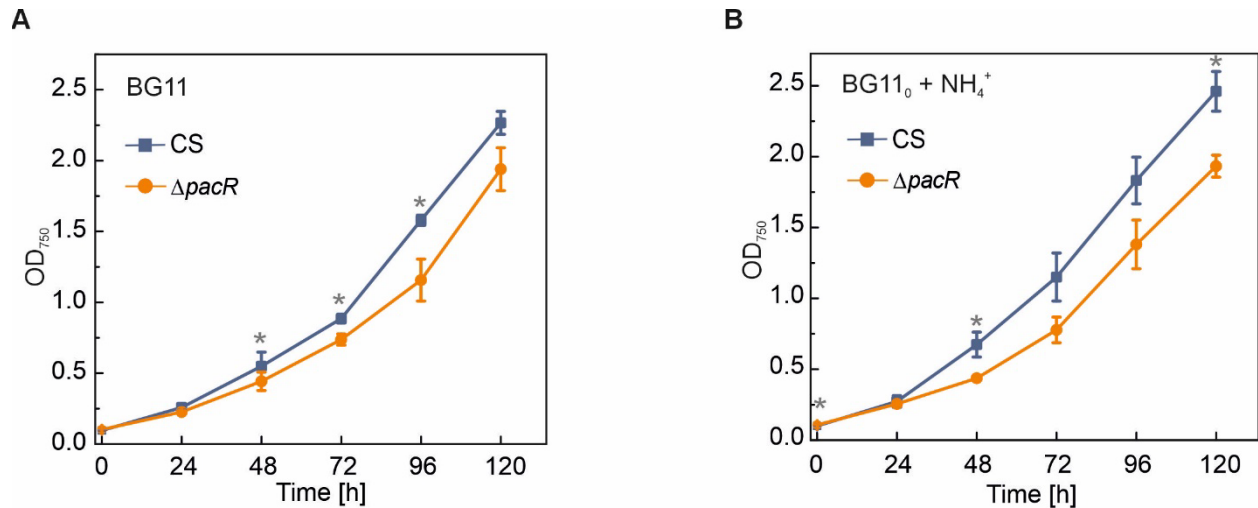

**Figure S1.** Growth phenotype of the  $\Delta pacR$  mutant and the CS after the shift to NO<sub>3</sub><sup>-</sup> or 3 mM NH<sub>4</sub><sup>+</sup> (supplemented on days 1, 2 and 3). Values are means  $\pm$  SD;  $n=3$  biologically independent experiments; statistically significant differences ( $p < 0.05$ ) compared to the CS are indicated by an asterisk. Statistical analysis was performed using a two-tailed Type 2 t-test.

**A**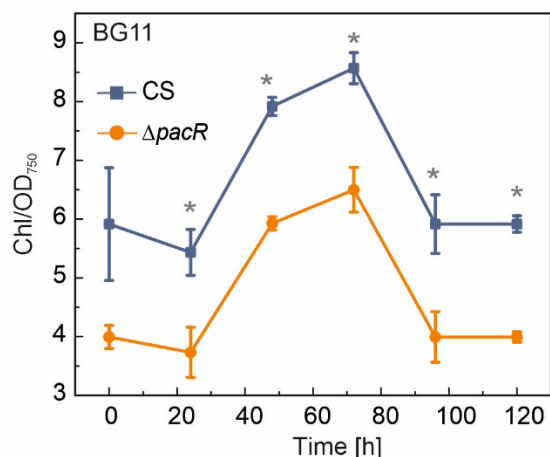**B**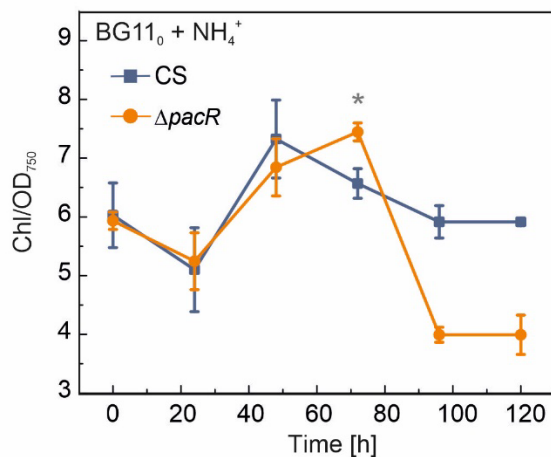

**Figure S2.** Chl/OD<sub>750</sub> ratios of the  $\Delta pacR$  mutant and the CS after the shift to NO<sub>3</sub><sup>-</sup> or 3 mM NH<sub>4</sub><sup>+</sup> (supplemented on days 1, 2 and 3). **A.** with NO<sub>3</sub><sup>-</sup>; **B.** with NH<sub>4</sub><sup>+</sup>. Values are means  $\pm$  SD;  $n=3$  biologically independent experiments; statistically significant differences ( $p < 0.05$ ) compared to the CS are indicated by an asterisk. Statistical analysis was performed using a two-tailed Type 2 t-test.

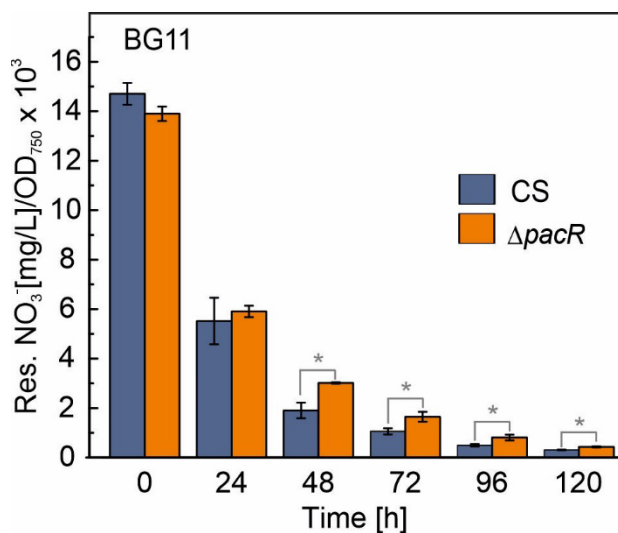

**Figure S3.** Residual NO<sub>3</sub><sup>-</sup> in the growth medium at different timepoints after the shift to NO<sub>3</sub><sup>-</sup>. Values are means  $\pm$  SD;  $n=3$  biologically independent experiments; statistically significant differences ( $p < 0.05$ ) compared to the CS are indicated by an asterisk. Statistical analysis was performed using a two-tailed Type 2 t-test.

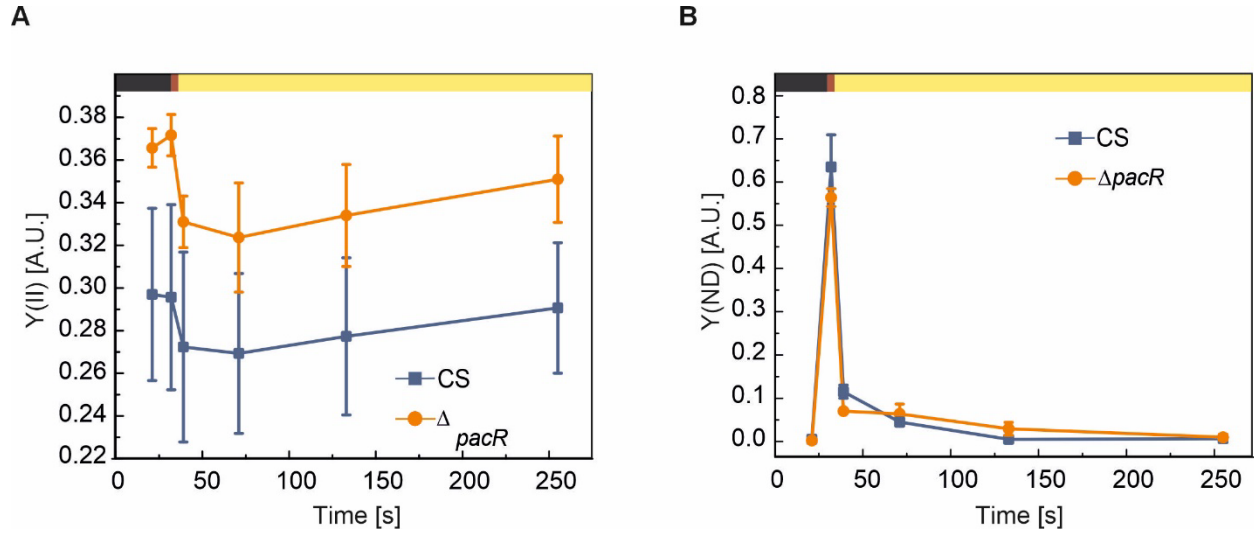

**Figure S4.** Photosynthetic performance of the  $\Delta pacR$  mutant and the CS 48 h after the shift to  $NO_3^-$ . **A.** Effective yield of PSII [Y(II)]; **B.** Donor side limitation of PSI [Y(ND)]. grey bar: darkness, red bar: far red light, yellow bar: actinic light. Values are means  $\pm$  SD;  $n = 3$  biologically independent experiments; statistically significant differences ( $p < 0.05$ ) compared to the CS are indicated by an asterisk. Statistical analysis was performed using a two-tailed Type 2 t-test.

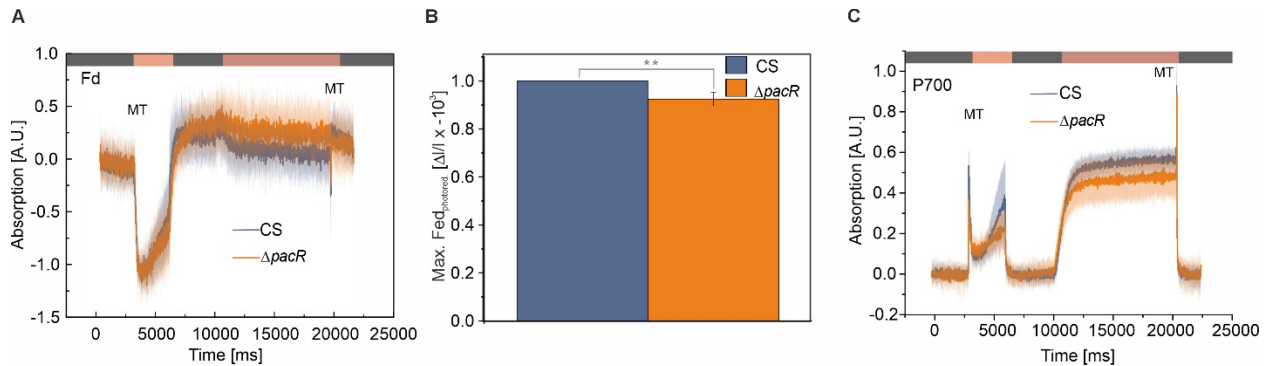

**Figure S5.** Redox changes of ferredoxin (Fed) and P700 during dark-to-high irradiance transitions of the  $\Delta pacR$  mutant and the CS 48 h after the shift to  $NO_3^-$ . **A.** Redox-state of Fed; **B.** Size of the photo-reducible ferredoxin pool. **C.** Redox-state of P700. Grey bar: darkness, dark red bar: far red light, light red bar: red actinic light. MT=multiple turnover flash. Absorbance differences correspond to different redox-states. Values are means  $\pm$  SD;  $n = 5$  biologically independent experiments; statistically significant differences ( $p < 0.05$ ) compared to the CS are indicated by an asterisk. Statistical analysis was performed using a two-tailed Type 2 t-test.

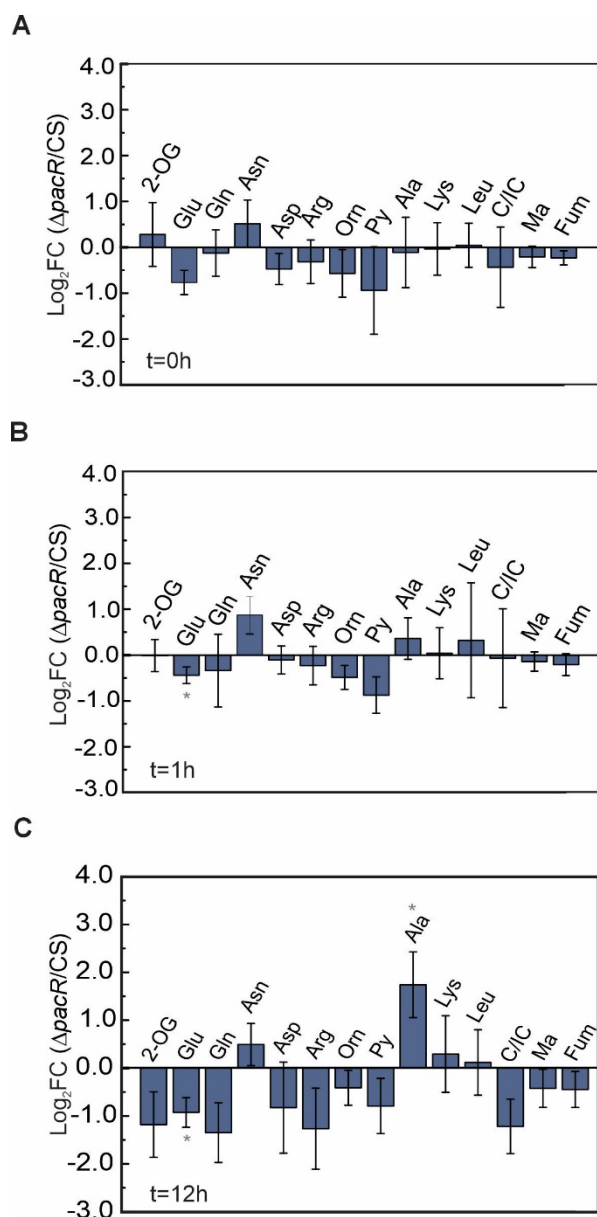

**Figure S6.** Metabolic analysis of the  $\Delta pacR$  mutant before and 1 h and 12 h after the shift to  $NO_3^-$ . **A.** Metabolite levels of  $\Delta pacR$  relative to the control strain (CS) at t= 0 h; **B.** Metabolite levels of  $\Delta pacR$  relative to CS at t= 1 h; **C.** Metabolite levels of  $\Delta pacR$  relative to CS at t= 12 h. 2-OG= 2-Oxoglutarate, Glu= Glutamate, Gln= Glutamine, Asn= Asparagine, Asp= Aspartic acid, Arg= Arginine, Orn= Ornithine, Py= Pyruvate, Ala= Alanine, Lys= Lysine, Leu= Leucine, C/I/C= Citrate/Isocitrate, Ma= Malic acid, Fum= Fumarate. Values are mean ratios of ion counts shown as  $\log_2FC \pm SD$ ;  $n= 3-6$  biologically independent experiments; statistically significant differences ( $p < 0.05$ ) compared to the CS were calculated based on the normalized total ion count and are indicated by an asterisk. Statistical analysis was performed using a two-tailed Type 2 t-test.

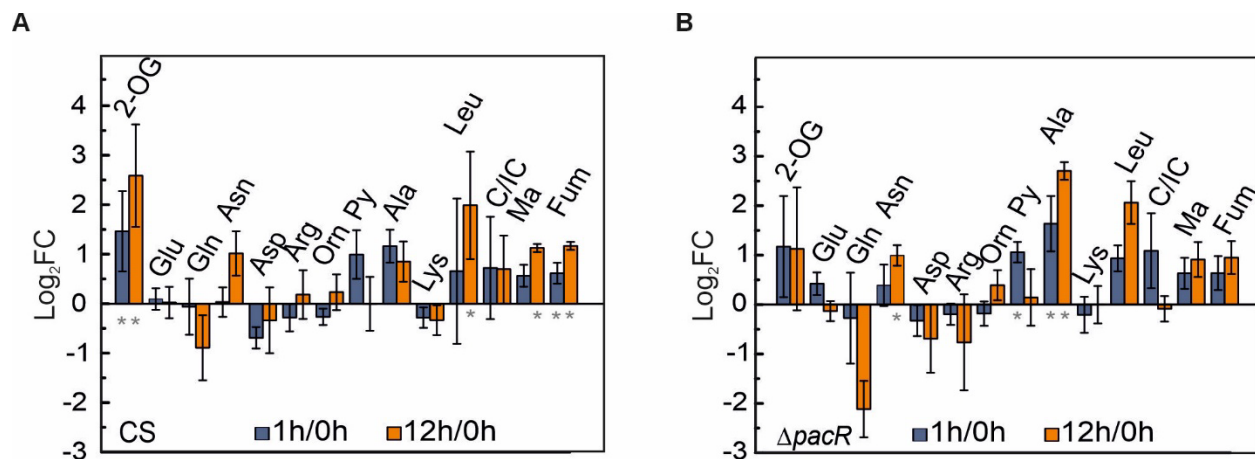

**Figure S7.** Metabolite levels in the CS and  $\Delta pacR$  mutant before and 1h/12h after the shift to NO<sub>3</sub><sup>-</sup>. **A.** CS; **B.**  $\Delta pacR$ . Values of ion count/total ion count for t= 1 h and t= 12 h are in relation to t= 0 h. 2-OG= 2-Oxoglutarate, Glu= Glutamate, Gln= Glutamine, Asn= Asparagine, Asp= Aspartic acid, Arg= Arginine, Orn= Ornithine, Py= Pyruvate, Ala= Alanine, Lys= Lysine, Leu= Leucine, C/I/C= Citrate/Isocitrate, Ma= Malic acid, Fum= Fumarate. Values are mean ratios of ion counts shown as log<sub>2</sub>FC  $\pm$  SD;  $n$ = 3-6 biologically independent experiments; statistically significance differences ( $p < 0.05$ ) compared to t= 0 h were calculated based on the normalized total ion count and are indicated by an asterisk. Statistical analysis was performed using a two-tailed Type 2 t-test.

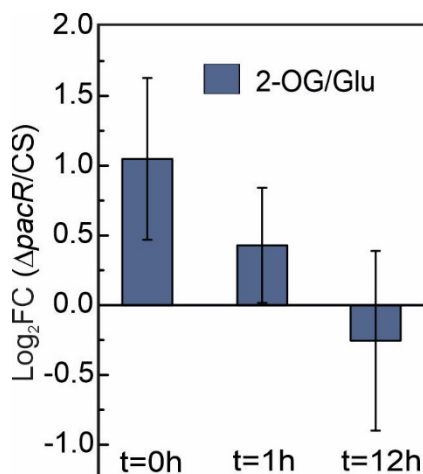

**Figure S8.** Metabolite levels in the CS and  $\Delta pacR$  mutant before and 1 h and 12 h after the shift to NO<sub>3</sub><sup>-</sup>. The log<sub>2</sub>FC between 2-OG/Glu ratios between strains are shown for the different timepoints. 2-OG= 2-Oxoglutarate, Glu= Glutamate. Values are means  $\pm$  SD;  $n$ = 3 biologically independent experiments; statistically significant differences ( $p < 0.05$ ) compared to the CS are indicated by an asterisk. Statistical analysis was performed using a two-tailed Type 2 t-test.

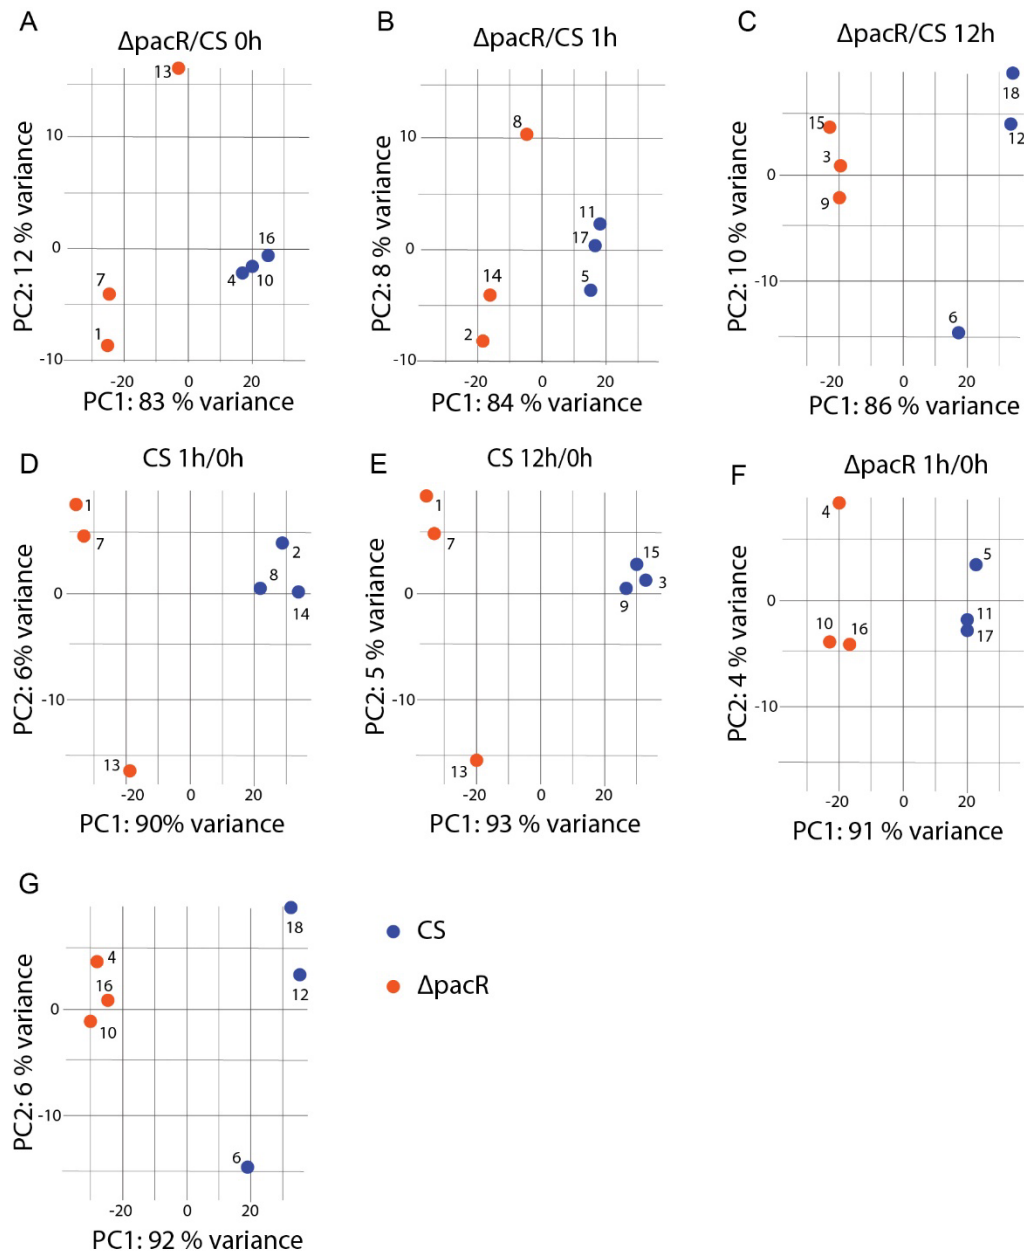

**Figure S9.** PCA plots generated via the DESeq2 Bioconductor package for experimental level quality control of the RNA-seq data. 3 biological replicates were measured per strain and timepoint. **A.**, **B.** and **C.** show PCA plots for differential expression analysis for  $\Delta pacR$  in relation to the CS. **D.** and **E.** show PCA plots for the differential expression analysis of the CS for timepoints 1 h or 12 h in relation to 0 h. **F.** and **G.** show PCA plots for the differential expression analysis of  $\Delta pacR$  for timepoints 1 h or 12 h in relation to 0 h. The samples are numbered as follows: 1,7,13: 3 biological replicates for the CS at timepoint 0 h; 4,10,16: 3 biological replicates for  $\Delta pacR$  at timepoint 0 h; 2,8,14: 3 biological replicates for the CS at timepoint 1 h; 5,11,17: 3 biological replicates for  $\Delta pacR$  at timepoint 1 h; 3,9,15: 3 biological replicates for the CS at timepoint 12 h; 6,12,18: 3 biological replicates for  $\Delta pacR$  at timepoint 12 h.

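The second component held 12% of the variance between the strains at t = 0 h, 7.9% at t = 1 h and 10.1% at t = 12 h. In the time comparisons it held 6.4% and 5.1% for CS and 4% and 5.8% for Δ*pacR*. Each panel rests on the 6 libraries compared, and the library farthest out on the second component was CS 0 h replicate 3 in the strain comparison at t = 0 h and in both time comparisons of CS. It was CS 1 h replicate 2 in the strain comparison at t = 1 h, and Δ*pacR* 12 h replicate 1 in that at t = 12 h and in the change of Δ*pacR* to 12 h. In the change of Δ*pacR* to 1 h it was Δ*pacR* 0 h replicate 1.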

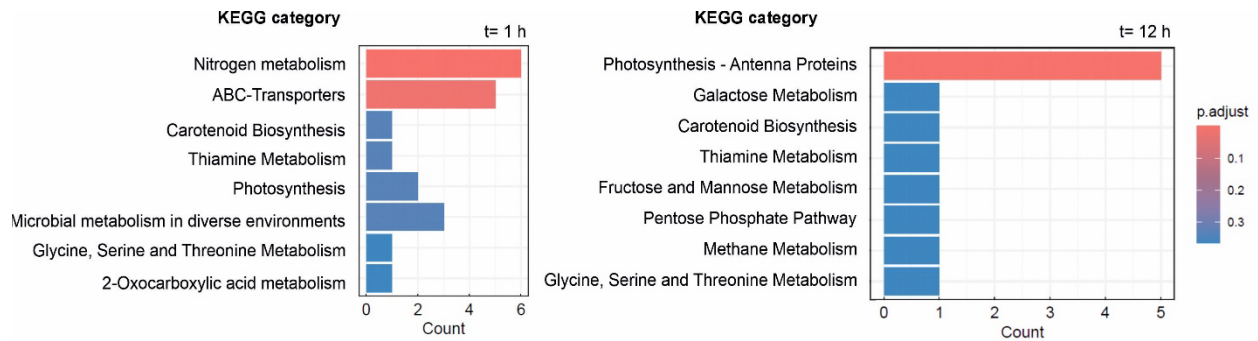

**Figure S10.** Enrichment Analysis of RNA-seq data. KEGG-pathways that were found to be enriched. P.adjust = adjusted p-value, count = number of genes in category.

**Table S1.** Heterocyst frequency for the CS and  $\Delta pacR$  strains 48 h after the shift to  $\text{NO}_3^-$  or 3 mM  $\text{NH}_4^+$  (not supplemented on days 1,2 and 3).

<sup>(1)</sup>higher error due to occurrence of some heterocysts only in one biological replicate

**Table S2.** N and C content of the CS and  $\Delta pacR$  strains 48 h after the shift to  $\text{NO}_3^-$ . Values are means ± SD; n= 3 biologically independent experiments.

**Table S3.** The rates of CO<sub>2</sub> and O<sub>2</sub> exchange in the CS and  $\Delta pacR$  mutant 48 h after the shift to NO<sub>3</sub><sup>-</sup>. Gas exchange rates are presented as  $\mu\text{mol mg Chl a}^{-1} \text{ h}^{-1}$  and values are mean  $\pm$  SD, n =3 biological replicates. Asterisks indicate statistically significant differences compared to the CS ( $p < 0.05$ ). Statistical analysis was performed using a two-tailed Type 2 t-test.

**Table S4.** Differentially expressed genes at t= 0 h, log<sub>2</sub>FC ( $\Delta pacR$ /CS). Genes marked in thick lines are directly bound by PacR according to Picossi et al. 2015.

**Table S5.** Differentially expressed genes at t= 1 h, log<sub>2</sub>FC ( $\Delta pacR/CS$ ). Genes marked in thick lines are directly bound by PacR according to Picossi et al. 2015.

**Table S6.** Differentially expressed genes at t= 12 h. log<sub>2</sub>FC ( $\Delta pacR/CS$ ). Genes marked in thick lines are directly bound by PacR according to Picossi et al. 2015.

**Table S7.** Differentially expressed genes in the CS. log<sub>2</sub>FC (t1/t0) and log<sub>2</sub>FC (t12/t0). Genes marked in thick lines are directly bound by PacR according to Picossi et al. 2015.

**Table S8.** Differentially expressed genes found in the  $\Delta pacR$  mutant.  $\log_2FC$  (t1/t0) and  $\log_2FC$  (t12/t0). Genes marked in thick lines are directly bound by PacR according to Picossi et al. 2015.

How the deposited data were processed for this re-analysis (not part of the article)

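The deposited files hold, for each of 18 libraries, the number of reads that HTSeq counted on each of 6240 genes. They are raw counts, as all values are whole numbers and the counts printed in Appendix S1 for t = 0 h equal them in 100% of cases. According to the paper, total RNA was extracted with hot phenol, depleted of rRNA and sequenced as paired-end reads of 100 bases, and the reads were aligned with TopHat2 to the ASM970v1 assembly. Versions of these tools, the strand setting and the treatment of reads that fit several genes are not stated. The libraries come from CS and Δ*pacR*, grown with ammonium (t = 0 h) and 1 h and 12 h after the shift to 17.6 mM nitrate, with 3 biological replicates in each of the 6 groups. Each library was assigned to its strain, time point and replicate from its label.

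Counts were analysed in R 4.3.3. Differential expression was tested with edgeR 4.0.16 by the quasi-likelihood F-test, after TMM normalization and filterByExpr with the groups of the comparison, on the 6 libraries compared. The standard error of a log2FC was taken as its size divided by the square root of F. The p-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene was called at an adjusted p under 0.05 and an absolute log2FC of at least 1. The 7 comparisons were Δ*pacR* against CS at each of the 3 time points and 1 h and 12 h against 0 h in each strain. The interaction of strain and time was tested on 12 libraries in 4 groups, once for each later time point. Sets of genes were tested with fry of limma 3.58.1, adjusted over 9 tests (3 lists at 3 time points). Principal components followed DESeq2 1.42.0, with its variance stabilizing transformation and the 500 most variable genes. The CPM of a gene used TMM factors over all 18 libraries.

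Alternatives were RLE size factors, DESeq2's Wald test, no filter beyond 1 read, all 18 libraries in one fit, the date in the labels as a block, edgeR's glmTreat, adjusted and unadjusted p with and without the limit on fold change, the removal of genes almost without reads in one strain, and leaving out each library in turn. With a library left out, a group holds 2 libraries and the other groups 3. DESeq2 with shrunken fold changes was added after the fold changes of Appendix S1 had been seen. On simulated counts of the same libraries in which 200 genes had been changed, edgeR and DESeq2 recovered all 200 in the 7 comparisons and in the interactions, apart from 199 by DESeq2 in the interaction at 1 h, with 0 to 4 false calls. The changed genes had ample reads, changes well past the limit on fold change, and the same spread as all others, without an effect of date. This checks the fitting and not the power for slight changes or for genes with a wide spread.

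The date in the labels is shared by a CS and a Δ*pacR* library of the same replicate number. After removal of the group means, the correlation over 5855 genes between the libraries of a date was 0.13, 0.17 and 0.24 for replicates 1, 2 and 3 between the strains at t = 0 h, 0.45, 0.43 and 0.04 at t = 1 h, and 0.13, -0.39 and 0.32 at t = 12 h. Between the time points of a strain it was 0.13, 0.40 and 0.41 for CS at 0 h and 1 h, 0.42, 0.28 and 0.18 for Δ*pacR* at 0 h and 1 h, -0.32, 0.28 and -0.14 for CS at 0 h and 12 h, and -0.03, -0.26 and 0.15 for Δ*pacR* at 0 h and 12 h. The correlations between 0 h and 1 h were positive in both strains, and with the block the interaction at 1 h was called for 31 genes in place of 12. The comparisons were made without the block, since the paper names none.

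Genes named were every gene that section 3.4 of the paper or Figure 5 names. To these were added, for each strain comparison, the 3 called genes with the largest increase and the 3 with the largest decrease among those that changed in the same direction in all 3 date pairs and had at least 10 reads in every library of the higher strain. For each interaction, the 3 largest called on each side were added. The values in Tables S4 to S8, Figure 5 and Appendices S1 and S2 had been seen before this rule was written. The genes of the heterocyst list were tested one by one only at t = 12 h and as a list at t = 0 h and 1 h. This narrowing was made after their values at t = 0 h and 1 h had been seen. The interactions of *glnA*, *flv1A* and *flv3A*, those of all4940, that of *susB* at 1 h and that of alr4783 at 12 h were added after the results had been seen. Gene symbols that the text of the paper gives were matched through the identifiers and locus tags of Tables S4 to S8, of which 263 of 310 entries name the same gene by both.

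Genes almost without reads in one strain were those with at most 2 reads in each of the 9 libraries of one strain and at least 10 in each of the other 9, a rule set after 0 counts had been seen in Appendix S1. A fold against 0 reads was computed against a floor of 3 reads per library. At the depth of the smallest library, 25648547 reads, equal thinning of all libraries left 279 genes called between the strains at t = 0 h, 195 at 1 h and 401 at 12 h. Differences between size factors were small, with a median shift of at most 0.014 on the log2 scale between RLE and TMM. Settings were tabulated with Python 3.11.15 and figures drawn with matplotlib 3.10.9. The KEGG terms were not analysed here, nor were measurements other than these counts.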

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

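The interaction tests over all genes were set beforehand, whereas the interactions of *glnA*, *flv1A*, *flv3A* and all4940, that of *susB* at 1 h and that of alr4783 at 12 h were taken up after the results were seen, the tests of explanations and the counts over other groupings of the libraries were likewise chosen then, and the rule for genes almost without reads was set after 0 counts had been seen in Appendix S1.

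Between 0 h and 1 h, the response of 12 genes differed between the strains by the interaction test (adjusted p under 0.05 and an absolute difference of log2FC of at least 1), all 12 with a less negative or more positive change in Δ*pacR*. This direction was less one-sided under other settings, with 78 genes toward a higher change in Δ*pacR* and 11 toward a lower one by DESeq2, 15 and 5 with all 18 libraries in one fit, 29 and 2 with the date as a block, 123 and 28 without CS 0 h replicate 3, 14 and 2 without CS 1 h replicate 2, and 4 and 5 without CS 1 h replicate 3. Of these genes, 8 were called between the strains at t = 0 h, 2 at t = 1 h and 1 at both. Named among them are *cphB1* with 1.68, alr4783 with 1.78, all0875 (ENSB:8vPod86j-yWJPGD, chromosome, 1009737 to 1011395, a pullulanase) with 2.16, ENSB:4zHGSWhJ_bAawzZ (chromosome, 1143520 to 1143792) with 2.32 and asl4654 (ENSB:0o887KwE0qJZ5UU, chromosome, 5555510 to 5555830) with 1.94. The levels of all0875 fell from 2922 ± 665 to 58.8 ± 10 CPM (SD, n = 3) in CS and from 1104 ± 259 to 97.1 ± 9.18 CPM in Δ*pacR*. Leaving out a library lowers the power of the test, and the number changed with the library left out. It was 0 without CS 0 h replicate 1, CS 0 h replicate 2, CS 1 h replicate 1, Δ*pacR* 0 h replicate 3, Δ*pacR* 1 h replicate 1 or Δ*pacR* 1 h replicate 3, 22 without Δ*pacR* 0 h replicate 2 and 151 without CS 0 h replicate 3. Calls of the 5 named genes were lost without CS 0 h replicate 1 (5 genes, 0.0507 to 0.0971), CS 0 h replicate 2 (5 genes, 0.0672 to 0.115), CS 1 h replicate 1 (5 genes, 0.0567 to 0.113), CS 1 h replicate 3 (2 genes, 0.0688 to 0.0905), Δ*pacR* 0 h replicate 1 (2 genes, 0.0578 to 0.0788), Δ*pacR* 0 h replicate 3 (5 genes, 0.0819 to 0.0832), Δ*pacR* 1 h replicate 1 (5 genes, 0.0581 to 0.103) or Δ*pacR* 1 h replicate 3 (5 genes, 0.0697 to 0.117), where the values in brackets are the adjusted p. With all 18 libraries in one fit, all0875 (0.0794) and asl4654 (0.135) were not called, and alr4783 (0.0505) was not called with RLE size factors. At an unadjusted p under 0.05 with the limit on fold change 165 genes passed, and DESeq2 called 89. Of 100 groupings of the libraries with strain labels exchanged within time points, 2 gave 12 genes or more (19 in the other, which kept every strain label at 0 h). This share cannot exclude chance for the number. Groupings with exchanged labels place the strain differences at 0 h and 1 h (284 and 194 called genes) within the groups. This widens the spread and can lower their counts. Without the group means, the libraries of CS and Δ*pacR* of a date were also correlated, with 0.13 to 0.24 over the 3 date pairs at 0 h. At 1 h the values were 0.45, 0.43 and 0.04 for replicates 1, 2 and 3, the last near 0. Among the 18 groupings that part all date pairs, only the real one gave as many, and 18 groupings cannot give a share under 0.05, so that chance cannot be excluded by these, nor for a given gene. Unequal numbers of reads stay open, as 6 genes were called when all libraries were thinned to the smallest. RLE size factors also gave 6, but moved the differences by a median of only -0.013 on the log2 scale (alr4783 from 1.78 to 1.76), so that calls changed near the threshold. A shift of this size argues against the choice between these 2 scalings as the source of the differences of 1.68 to 2.32. A different response of the mutant to the shift is among the explanations that stay open and was not tested further.

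Between 0 h and 12 h, the response of 244 genes differed between the strains, 237 toward a higher change in Δ*pacR* and 7 toward a lower one. Of these genes, 50 were called between the strains at t = 0 h, 157 at t = 12 h and 7 at both. They include 21 of the 26 genes of the heterocyst list that were tested. The differences of log2FC were alr4783 1.49, *hepA* 3.29, *hepD* 4.03, *hepE* 1.39, alr2825 4.71, *rfbC* 3.85, alr2836 3.52, alr2839 3.17, *hglT* 3.14, *fdxB* 2.59, *nifV1* 3.78, *coxA2* 2.78, *coxC2* 3.11, *coxA3* 2.71, *isiA2* 1.43 and *flv1B* 1.31 for genes called with each library left out. They were all4940 1.45, *hupL* 4.29, *nifH1* 3.98, *nifD* 4.98, *nifN* 4.28, *nifS* 4.20, *nifB* 3.66, *fdxH* 3.60, *hesA* 2.52, *isiA3* 1.68, *flv3B* 1.68 and *hetN* 1.06 for genes that lost their call without at least 1 library. Named calls, those of all8047, all8088, all8508 and ENSB:nddRDXMJzZjy-iZ included, were lost without CS 0 h replicate 1 (10, 0.055 to 0.118), CS 0 h replicate 2 (12, 0.0537 to 0.107), CS 0 h replicate 3 (1, 0.0642), CS 12 h replicate 1 (9, 0.0526 to 0.0726), CS 12 h replicate 2 (14, 0.0526 to 0.105), CS 12 h replicate 3 (13, 0.0507 to 0.0999), Δ*pacR* 0 h replicate 1 (10, 0.0526 to 0.0939), Δ*pacR* 0 h replicate 2 (10, 0.051 to 0.0868), Δ*pacR* 0 h replicate 3 (14, 0.0503 to 0.0994), Δ*pacR* 12 h replicate 1 (5, 0.0548 to 0.232), Δ*pacR* 12 h replicate 2 (8, 0.0539 to 0.0857) or Δ*pacR* 12 h replicate 3 (3, 0.0584 to 0.0613), where brackets give the number of genes and their adjusted p. The number of 244 was 158 without CS 0 h replicate 2, 159 without CS 12 h replicate 3 and 159 without Δ*pacR* 0 h replicate 3, and up to 357 without CS 0 h replicate 3. With the date as a block, *fdxH*, *nifS*, *nifB*, *hetN*, all8508 and all8088 were not called (adjusted p of 0.0515 to 0.0816).

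Unequal numbers of reads are argued against as the cause of the number at 12 h, since 234 genes were called with all libraries thinned to the smallest. RLE size factors gave 239 genes and moved the differences by a median of -0.013 on the log2 scale, which argues against the choice between RLE and TMM as the cause. Whether chance gives such a number was weighed by exchange of strain labels within time points. Of 100 groupings, 5 gave 244 genes or more, so that chance cannot be excluded for the number by this count. The other 4 gave 821, 313, 311 and 299 genes and kept every strain label at 12 h while they changed most labels at 0 h, so that they hold the same strain difference at 12 h. The 87 groupings that changed strain labels at 12 h gave at most 33 genes. These groupings place the strain difference at 12 h within the groups, which widens the spread there, so that few calls can follow. This count thus cannot decide whether chance gives 244 genes, nor how much the libraries at 0 h add to them. Among the 21 groupings that part all date pairs, 3 gave as many. For genes with almost no transcript at 0 h in either strain, such as *nifD* (2.84 ± 0.298 CPM (SD, n = 3) in CS and 3.47 ± 0.867 CPM in Δ*pacR*), exchange of labels at 0 h alters little. The paper reports heterocyst genes as upregulated in Δ*pacR* at 12 h and more heterocysts in Δ*pacR* at 48 h. Steps of heterocyst development that Δ*pacR* takes by 12 h and CS does not may underlie part of these differences, a hypothesis that was not tested on other data. The spread among the Δ*pacR* libraries at 12 h, where envelope genes of replicate 1 were at 113% of replicates 2 and 3, keeps the step of development in each culture open.

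Outside the genes that the paper discusses, 6 more genes with a called interaction at 12 h are named by the size of the difference. The gene all0521 (ENSB:7M_4P7jh2EsSe4c, chromosome, 612610 to 613749, PatA-like) had -1.69, as it rose from 44.9 ± 16.2 to 116 ± 8.27 CPM (SD, n = 3) in CS and fell from 86.6 ± 10.4 to 68.7 ± 0.103 CPM in Δ*pacR*. The gene alr9010 (ENSB:KpFwvC9wikJtd8-, plasmid pCC7120epsilon, 10824 to 11540) had -1.60, with 8 to 11 reads per library in CS at 0 h, and all8047 (ENSB:IvFZAtubFuEfOUX, plasmid pCC7120gamma, 51969 to 52463) had -1.39. The calls of all0521 and alr9010 held with each library left out. The fitted values of ENSB:nddRDXMJzZjy-iZ (plasmid pCC7120alpha, 152917 to 153261), 6.99, and of all8508 (ENSB:1eCrvUmi0vs4twf, plasmid pCC7120delta, 3567 to 4835), 5.47, are no bounds on the change. Both genes had 0 reads in each Δ*pacR* library at 0 h and at most 8 at 12 h, and lie in the segments described next. The phosphate import gene all8088 (ENSB:m4s0rAAffSgr4y7, plasmid pCC7120gamma, 99386 to 100195) had 5.12, which rests on 6076 and 4273 reads in CS 0 h replicates 1 and 2, against 167 in replicate 3. For all8047, all8088, all8508 and ENSB:nddRDXMJzZjy-iZ the adjusted p over the libraries left out was 0.0133 to 0.0765, 9.22e-06 to 0.0817, 0.017 to 0.232 and 0.00578 to 0.0954. The libraries whose removal loses each call are among those named for the 244 genes. No biological explanation was tested for these 6 genes.

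On the plasmids, 32 genes had at most 2 reads in each of the 9 Δ*pacR* libraries and at least 10 in each of the 9 CS libraries, and 16 genes the reverse. The paper does not report on these genes as a group. Of the 48 genes, 47 lie in 8 segments of neighbouring genes, which also hold genes that do not pass this rule. The segments with few or no reads in Δ*pacR* are on pCC7120alpha from 128475 to 155680, on pCC7120delta from 3030 to 10213 and from 47856 to 49769, and on pCC7120epsilon from 17059 to 24781 and from 26334 to 32919, 50613 bases in sum with 41 genes. The first of these had 28 reads over the 9 Δ*pacR* libraries, at most 8 in one library, against 185016 in CS, and 14 of its 22 genes pass the rule. Those with few or no reads in CS are on pCC7120delta from 1661 to 2362 and from 24206 to 34334 and on pCC7120gamma from 3604 to 5983, 13211 bases in sum with 17 genes. Against the floor of 3 reads per library, alr8543 was at least 590.4-fold higher in Δ*pacR* and alr8534 at least 137-fold higher. Likewise, alr7132 and alr9016 were at least 178-fold higher in CS and asr8513 at least 121-fold higher. The genes all7130, all7148, alr9018 and all9023 had 1 read over the 9 Δ*pacR* libraries, and alr8535, alr8542 and alr8006 had 2, 1 and 1 reads over the 9 CS libraries. Loss of DNA segments from one or the other strain predicts that such genes are neighbours. They formed 37 neighbouring pairs, against at most 9 (median 2) in 10000 random draws from 680 plasmid genes. This may reflect segments that are absent from the plasmids of one strain, which was found and tested on the same libraries and would need DNA sequences. Fewer reads in one strain are argued against, since the median library of Δ*pacR* held 101% of the reads of CS and such segments occur in both strains. Silencing of genes whose DNA is present cannot be told apart from loss by RNA alone, although the reads left were 0.0128% of those in the other strain. A gene in these segments is thus not shown to be regulated by PacR. Without the 48 genes, 235 genes were called between the strains at t = 0 h, 144 at t = 1 h and 355 at t = 12 h. With them, the called plasmid genes numbered 130, 115 and 131 at these times, of which 47, 48 and 48 are among the 48. Most called plasmid genes thus stay in the smaller numbers. In the time comparisons within a strain, plasmid genes were 5.18% to 13% of the calls. Whether the DNA of the remaining plasmid genes differs between the strains was not tested.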

How the results depend on the processing

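The choices of processing and their alternatives were set before the data were examined, apart from DESeq2 with shrunken fold changes, which was added after seeing the data. The rule for genes almost without reads in one strain, and with it their removal as an alternative, was set after 0 counts had been seen in Appendix S1.

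Single genes first. Of 289 results of named genes, RLE size factors kept direction and call in 287, the absence of a filter in 289, DESeq2 in 277 (12 calls gained), all 18 libraries in one fit in 277 (3 lost, 9 gained) and the date as a block in 273 (6 lost, 9 gained, 1 reversed). DESeq2 with shrunken fold changes kept 222 of 223. Of 2130 results with 1 library left out, 1862 kept both, 195 lost their call, 34 gained one and 39 changed direction, none of the latter from a called value. The block changed no call of a named gene other than those given at *furA*, *glnA*, *dat*, *sbtA*, *susB*, *flv4* and the *pec* genes and for the interaction at 12 h.

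The number of called genes moved by more than 1.5 times under limits other than the main ones, which is the construction of these alternatives. Values are given in the order Δ*pacR* against CS at 0 h, 1 h and 12 h, CS at 1 h and 12 h against 0 h, Δ*pacR* at 1 h and 12 h against 0 h, and the interactions at 1 h and 12 h. Without the limit on fold change, edgeR gave 851, 767, 1516, 2145, 2731, 2823, 2830, 19 and 536 genes. DESeq2 gave 1142, 1099, 1677, 2318, 2796, 2812, 2869, 128 and 814 at an adjusted p and 1778, 1793, 2208, 2816, 3126, 3145, 3189, 610 and 1493 at an unadjusted p. By glmTreat, which tests against an absolute log2FC of 1, the numbers were 98, 105, 214, 315, 422, 216, 331, 0 and 46. An unadjusted p with the limit on fold change moved only the interactions, to 165 and 382 with edgeR and to 174 and 384 with DESeq2. The interaction at 1 h was also moved by RLE size factors (6, with changes near the threshold), DESeq2 (89), all 18 libraries in one fit (20) and the date as a block (31), and the cause of the last 3 was not tested.

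With each library left out, the number of called genes was 211 to 410 at 0 h, 162 to 239 at 1 h and 366 to 418 at 12 h between the strains. It was 528 to 809 and 723 to 900 in CS at 1 h and 12 h, 458 to 516 and 653 to 697 in Δ*pacR*, and 0 to 151 and 158 to 357 for the interactions. The share of the first principal component was 79.4% to 93.2%, 82.2% to 88.0% and 84.1% to 94.2% between the strains, 88.3% to 95.5% and 92% to 97.6% in CS, and 90.3% to 93.4% and 89.4% to 96.3% in Δ*pacR*. Over all genes in place of the 500 most variable, it was 73.7%, 72.0%, 79.4%, 81.8%, 86.1%, 82.3% and 85.6%, and with log2 CPM 81.8% and 85.8% in CS and 81.2% and 85.1% in Δ*pacR*. The cause was not tested. Genes without a single read in Δ*pacR* numbered 17, against 32 with at most 2 reads, by construction.

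Among the set tests (adjusted p by fry), the *nirA* operon at 1 h ranged from 0.0119 to 0.0635 with 1 library left out and was 0.0581 with the date as a block. The heterocyst list ranged from 0.0422 to 0.144 at 0 h, 0.0427 to 0.0968 at 1 h (0.0486 with RLE size factors) and 0.00777 to 0.051 at 12 h. The *pec* operon was 0.00204 at 0 h and 9.23e-04 at 12 h with the block, and 0.0425 to 0.137 at 12 h with 1 library left out. The direction of the *pec* set at 1 h reversed without CS 1 h replicate 1 (0.723), CS 1 h replicate 3 (0.916) or Δ*pacR* 1 h replicate 1 (0.66), in a range of 0.391 to 0.916. That of the *nirA* operon at 12 h reversed without CS 12 h replicate 3 (0.889), in a range of 0.41 to 0.955. The cause was not tested.

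Values that were not called, most of them near 0, changed sign, and brackets give the range over the libraries left out. Between the strains at 0 h these were *nirA* without CS 0 h replicate 3 (0.09, -1.14 to 0.09) and *furA* without Δ*pacR* 0 h replicate 1 (-0.13, -0.13 to 0.12). At 1 h, *pecB* was 0.26 without CS 1 h replicate 2 and 0.02 and 0.15 without Δ*pacR* 1 h replicates 2 and 3 (-0.39 to 0.26). Without CS 1 h replicate 1, *pecA*, *pecC*, *pecE* and *pecF* were -0.03, -0.04, -0.39 and -0.14, and *cmpR* was 0.03. Without Δ*pacR* 1 h replicate 1 the 4 *pec* genes were -0.38, -0.25, -0.17 and -0.01 (ranges of -0.38 to 0.30, -0.25 to 0.47, -0.39 to 0.66 and -0.14 to 0.23, and -0.17 to 0.03 for *cmpR*). *pecA* and *pecC* were -0.17 and -0.05 without CS 1 h replicate 3, and *pecA* was -0.02 with the block. At 12 h, without CS 12 h replicate 3, *nirA*, *nrtA*, *nrtB*, *nrtC*, *nrtD* and *narB* were 0.12, 0.06, 0.03, 0.05, 0.03 and 0.05, and *nirA* was 0.03 without Δ*pacR* 12 h replicate 3 (ranges of -0.19 to 0.12, -0.26 to 0.06, -0.32 to 0.03, -0.30 to 0.05, -0.26 to 0.03 and -0.21 to 0.05). *cphB1* was -0.05 without CS 12 h replicate 1 and -0.22 without Δ*pacR* 12 h replicate 1, where alr4783 was -0.07 and all4940 -0.18 (ranges of -0.22 to 0.14, -0.07 to 0.32 and -0.18 to 0.33). For changes over time, *isiA3* in CS was -0.02 at 12 h without CS 0 h replicate 2 (-0.02 to 0.50). In Δ*pacR* at 1 h, without Δ*pacR* 0 h replicate 1, *furA* was 0.04 and *sbtA* 0.03, and *sbtA* was 0.03 without Δ*pacR* 1 h replicate 2 (ranges of -0.34 to 0.04 and -0.28 to 0.03). *cmpB* was -0.09 without Δ*pacR* 1 h replicate 1 and *flv1A* -0.01 without Δ*pacR* 0 h replicate 3 (ranges of -0.09 to 0.23 and -0.01 to 0.11). The interaction of *nirA* at 12 h was -0.15 without CS 0 h replicate 3 (-0.15 to 1.08). That of *glnA* at 1 h was -0.01, -0.17 and -0.07 without CS 0 h replicate 2, CS 0 h replicate 3 or CS 1 h replicate 1 and -0.01 without Δ*pacR* 1 h replicate 2 (-0.17 to 0.28), and at 12 h it was 0.05 without CS 0 h replicate 1 (-0.40 to 0.05). The cause was not tested.

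Depth limits genes with few reads, such as alr9010 and *nifW*, which edgeR's filter left out and whose call depends on the tool (adjusted p of 0.00119 by DESeq2, 0.137 by DESeq2 with shrunken fold changes and 0.0606 by edgeR without the filter). With all libraries thinned to 25648547 reads, the interaction at 1 h fell to 6 genes and the other 8 numbers stayed within 1.5 times.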

Differences from the paper's values

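No test in this part was chosen after the values were seen, apart from DESeq2 with shrunken fold changes, the comparison with standard errors and the scale of the p-values in Appendix S1. The paper's values are those of its text and of Tables S4 to S8. Of 283 log2FC values compared, 283 have the same sign as the paper's and 20 differ by more than the spread between replicates, with a median difference of 0.000. The spread is the SD of the 3 log2 differences between libraries of the same date, which with 3 values can be far below the standard error of the log2FC. Of the 20, 11 are within 1 standard error of the value here and 14 within 2, and those beyond 2 are *phnL*, *phnC1* and all2845 at t = 0 h, all8089 in CS and alr0072 in Δ*pacR* at 1 h and 12 h.

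The numbers of genes in the text of the paper are larger. For t = 0 h the paper gives 705 upregulated and 774 downregulated genes, against 66 and 218 here. Of the alternatives set before the data were examined, only DESeq2 at an unadjusted p without a limit on fold change came within 1.5 times of the former (745). For the latter these were edgeR (541) and DESeq2 (723) at an adjusted p without that limit and DESeq2 at an unadjusted p (1033). For t = 1 h the paper gives 639 and 707, against 72 and 122, and DESeq2 without a limit on fold change came within 1.5 times at an adjusted p (471 and 628) and at an unadjusted p (812 and 981). For t = 12 h the paper gives 1344 and 1034, against 282 and 122. For the former only DESeq2 at an unadjusted p without the limit did so (1115), and for the latter also at an adjusted p (819 and 1093 at an unadjusted p). The paper's 38% of genes at t = 12 h compares with 6.47%, and with 26.9% and 35.4% by DESeq2 without the limit at an adjusted and an unadjusted p. The other alternatives differ from the paper's numbers.

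Appendix S1 lists the same 1142 genes in both of its sheets for t = 0 h, 419 higher and 723 lower, which are the 1142 genes that DESeq2 calls here at an adjusted p without a limit on fold change. Of these entries, 431 hold a p-value and 664 an adjusted p above 1, which a p-value cannot be. Both columns are on another scale, as the p-value of each of the 1142 entries, and likewise the adjusted p, is within 1% of 1000 times that of DESeq2 here (median ratio 1000.0 for the p-value). An absolute log2FC of at least 1 is held by 249.

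Log2FC values between the strains that differ follow, the paper's first. At t = 0 h, all4940 is -1.17 in the paper and -1.27 here (-1.18 without Δ*pacR* 0 h replicate 3). For *pecE* the paper gives -1.52 and the value here is -1.69 (-1.52 and -1.56 without Δ*pacR* 0 h replicates 2 and 3). For *pecF* it is -1.58 in the paper and -1.69 here (standard error 0.24), under no alternative within the spread of 0.03, with -1.55 and -1.62 without Δ*pacR* 0 h replicates 2 and 3 on either side of the paper's value. For all0875 it is -1.32 in the paper and -1.40 here (-1.32 and -1.30 without CS 0 h replicates 1 and 2). For *phnL* it is -1.3 in the paper and -2.89 here (-2.58 with the date as a block, and -2.45, -2.65 and -2.79 without CS 0 h replicate 1 or 2 or Δ*pacR* 0 h replicate 3). For *phnC1* it is -1.9 in the paper and -4.39 here (-4.25 with the block, -3.77 and -4.19 without CS 0 h replicates 1 and 2, and -4.26 and -4.09 without Δ*pacR* 0 h replicates 2 and 3). For all2845 it is -1.37 in the paper and -3.45 here (-2.94 with the block, -3.02 and -3.15 without CS 0 h replicates 1 and 2, and -3.29 and -3.28 without Δ*pacR* 0 h replicates 2 and 3). At t = 1 h, *cmpB* is -1.28 in the paper and -1.42 here (-1.27 without Δ*pacR* 1 h replicate 2). At t = 12 h, *pecB*, *pecA* and *pecC* are -1.98, -1.85 and -2.06 in the paper and -2.78, -2.69 and -2.73 here (standard errors 0.70, 0.68 and 0.65), under no alternative within the spread. *pecE* is -2.68 in the paper and -3.05 here (-2.96 with the block, -2.41 without CS 12 h replicate 3 and -2.74 without Δ*pacR* 12 h replicate 1). *phnK* is -1.01 in the paper and -1.15 here. It is within the spread with no filter (-1.15), all 18 libraries in one fit (-1.15), the block (-1.14), and without CS 12 h replicate 3 (-1.01) or Δ*pacR* 12 h replicate 1 (-1.09). The settings in brackets are those within the spread between replicates, and the other alternatives set before the data were examined are not.

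Among changes over time, ENSB:YhC5bG0zn0YQBkL in CS at 12 h is 1.04 in the paper and 1.17 here (1.11 without CS 12 h replicate 2), and all8089 is -1.88 in the paper and -7.08 here, under none of the alternatives set before the data were examined within the spread. In Δ*pacR* at 1 h, *pecB*, *pecA* and *pecC* are -2.57, -2.42 and -2.75 in the paper and -2.82, -2.82 and -3.06 here. Without Δ*pacR* 0 h replicate 1 they are -2.45, -2.31 and -2.62, and without Δ*pacR* 1 h replicate 3 they are -2.61, -2.59 and -2.86, and the other alternatives differ. For alr0072 in Δ*pacR* the paper gives -2.1 at 1 h and -1.99 at 12 h, against -0.97 and -0.89 here, under no alternative within the spread. The paper gives the same 2 values for CS, where those here are -2.12 and -1.99. DESeq2 with shrunken fold changes, chosen after seeing the values, is within the spread for all0875 (-1.28), *phnL* (-1.12), *phnC1* (-0.77), all2845 (-0.97), *phnK* (-1.05) and all8089 (-3.28). It does not call 8 of the paper's 283 values with an absolute log2FC of at least 1. Of the 1142 entries for t = 0 h in Appendix S1, 85 were within 0.02 of its log2FC, and 7 within 0.02 of that of DESeq2 without shrinkage. The largest difference from the shrunken values was 6.02. For *phnC1* the spread is wide, at 2.40.

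In Figure S9, the shares of the first component match those here to the whole percent in panels A to F. In panel G the share is about 92% in Fig. S9G, read by eye, against 91.3% here for Δ*pacR* at 12 h against 0 h. In panels A to C, the colour key and the sample numbers of the legend assign the libraries to opposite strains. The library farthest out on the second component was CS 0 h replicate 3, CS 1 h replicate 2 and Δ*pacR* 12 h replicate 1 here. In the figure, these positions have the strain given by the sample numbers and not that of the colour key.

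Some statements of the paper differ from the calls here. The paper describes *dat* as lower in Δ*pacR* at all time points, whereas at t = 0 h it was not called (-1.45, adjusted p = 0.0516). It was called there with RLE size factors (0.0494), DESeq2 (0.00106), all 18 libraries in one fit (0.0326), the block (0.04) and without CS 0 h replicate 1 (0.0121), and by DESeq2 with shrunken fold changes (0.00103), which was chosen after seeing the values. Over the libraries left out, its adjusted p lay between 0.0121 and 0.154. The paper reports no significant change of *ldh* between time points in Δ*pacR*, whereas the change to 12 h was called here (-1.15, adjusted p = 0.00367), and not without Δ*pacR* 12 h replicate 3 (-0.99, 0.00841). The paper describes all4940 as lower after the shift in both strains, whereas the change of Δ*pacR* to 12 h was not called (-0.72, adjusted p = 0.07), except without Δ*pacR* 12 h replicate 1 (-1.08, 0.00327). By the paper's ranges, *glsA1* at t = 0 h (2.14), *petF* at t = 1 h (-2.02) and *isiA3* at t = 12 h (2.12) are intermediate here. The paper calls these changes slight. The same holds for *glnA* in CS at 12 h (2.18) if the word covers that change too. At t = 12 h, *pecB* (-2.78) and *pecA* (-2.69) are intermediate here and slight by the paper's values (-1.98 and -1.85). The rise of *narB* in CS at 1 h is intermediate here, where the paper describes the *nirA* operon as highly upregulated. Between the strains at t = 12 h, *coxA2*, *coxC2* and *coxA3* are all intermediate here, where the paper gives a range from intermediate to high. From TPM values, the paper describes a weaker transient increase of *flv1A* and *flv3A* in Δ*pacR*, not significant. Here the CPM of *flv3A* in Δ*pacR* was lower at 1 h than at 0 h, a change that was not called.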

Other observations

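All tests of explanations in this part were chosen after the results were seen.

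For each of the 7 comparisons of 3 against 3 libraries, 10 groupings are possible. Of these, 1 gave as many called genes as the real one between the strains at 0 h, 1 at 1 h and 1 at 12 h, 1 each in CS at 1 h and 12 h against 0 h, and 1 each in Δ*pacR*, in every case the real grouping itself. With so few groupings the share cannot fall under 0.05 whatever they give, so that chance cannot be excluded by this count. Calls shared by comparisons without a common library argue against random differences between libraries as the whole cause. Between 0 h and 1 h, 406 genes were called in both strains, where 52.4 would be shared by unrelated lists, and 406 had the same direction in both. Between 0 h and 12 h the numbers were 448, 88.4 and 448. Between the strains, 126 genes were called at 0 h and at 12 h, against 18.1 for unrelated lists. Outside the genes almost without reads in one strain these were 79, of which 79 had the same direction at both times, and of 76 such genes called at 1 h and 12 h, 75 had. A difference between cultures that were sampled at each time would recur. Without the group means, however, the correlation between the libraries of a date at 0 h and 12 h was -0.32 to 0.28. Between 0 h and 1 h it was 0.13 to 0.41 in CS and 0.18 to 0.42 in Δ*pacR*. Between the strains it was 0.13 to 0.24 at 0 h, 0.04 to 0.45 at 1 h and -0.39 to 0.32 at 12 h. Differences shared by the libraries of a date may thus add to the 406 shared calls, for which 52.4 assumes unrelated lists.

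CS 0 h replicate 3 stands apart from replicates 1 and 2, with 163 of 5855 genes more than 2-fold from the mean of the other 2 libraries, against 107 and 48 for those. It has a higher level of the *nirA* operon before the shift, and its removal moved several results. RNA of a later culture of CS in this library is argued against. The share of 1 h RNA read from 15 marker genes was 0.212%, where the *nirA* operon would need 4.33%, and that of 12 h RNA from 5 markers was 0.525%, where 2.79% would be needed. The marker limit, a log2FC of at least 3, was lowered from 4 after the higher limit had left 1 marker for 12 h RNA. A mutant library with the wrong label is argued against by its 7081 *pacR* reads, and fewer reads by its 90.6% of the mean of the other 2 libraries. A difference of the date of the same size in both strains is argued against. The genes moved by a median of 1.38 on the log2 scale in CS and 0.09 in the Δ*pacR* library of that date, where 102 of 163 moved the same way. They were picked for their move in CS, which favours a smaller move in Δ*pacR*. Without the group means, the libraries of that date had a correlation of 0.24 between the strains at 0 h. A smaller difference shared by both strains thus stays open. A poorer supply of phosphate in replicates 1 and 2 stays open, since the 7 phosphorus genes of Table S4 had a median log2 difference of -3.80 in replicate 3. It could be a difference between cultures, and no condition of the design tests it.

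The same 7 phosphorus genes were higher in CS 0 h replicates 1 and 2 than in the other CS libraries and in the Δ*pacR* libraries at 0 h. For example, all8089 had 277 and 239.9 CPM there, 4.97 CPM in CS 0 h replicate 3 and at most 5.46 CPM in Δ*pacR* at 0 h, and all8088 had 175 and 139.9 CPM against 5.61 CPM. Without CS 0 h replicate 1 the adjusted p of the 7 genes between the strains at 0 h was 0.051 to 0.121, above the threshold for each, and without CS 0 h replicate 3 it fell to as low as 1.17e-06. Whether their lower level in Δ*pacR* is due to the mutation was thus not shown by these libraries.

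In Δ*pacR* 12 h replicate 1, 15 late genes of the heterocyst list were at a median of 11.4% of the level of replicates 2 and 3 (median log2 difference of -3.13, against 0.05 for CS 12 h replicate 1). RNA of CS in this library is argued against by its 341 *pacR* reads, where the share needed would give 8334. RNA of a 0 h culture of the mutant is argued against by the *nirA* operon at 111% of replicates 2 and 3, where 11.4% would be left, and fewer reads by its 97% of theirs. An earlier step of heterocyst development in that culture may explain the pattern and stays open. The 8 envelope genes, grouped by name and with *hglT* among them, were at a median of 113% of replicates 2 and 3. They were chosen for this list by the study on the same libraries. The paper ties the glycolipid layer to a regulator of later stages, so that the 8 genes are not all early ones.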
